# Transcriptome analysis of chloride intracellular channel knockdown in *Drosophila* identifies oxidation-reduction function as possible mechanism of altered sensitivity to ethanol sedation

**DOI:** 10.1371/journal.pone.0246224

**Published:** 2021-07-06

**Authors:** Rory M. Weston, Rebecca E. Schmitt, Mike Grotewiel, Michael F. Miles

## Abstract

Chloride intracellular channels (CLICs) are a unique family of evolutionarily conserved metamorphic proteins, switching between stable conformations based on redox conditions. CLICs have been implicated in a wide variety biological processes including ion channel activity, apoptosis, membrane trafficking, and enzymatic oxidoreductase activity. Understanding the molecular mechanisms by which CLICs engage in these activities is an area of active research. Here, the sole *Drosophila melanogaster* ortholog, *Clic*, was targeted for RNAi knockdown to identify genes and biological processes associated with *Clic* expression. *Clic* knockdown had a substantial impact on global transcription, altering expression of over 7% of transcribed *Drosophila* genes. Overrepresentation analysis of differentially expressed genes identified enrichment of Gene Ontology terms including Cytoplasmic Translation, Oxidation-Reduction Process, Heme Binding, Membrane, Cell Junction, and Nucleolus. The top term, Cytoplasmic Translation, was enriched almost exclusively with downregulated genes. *Drosophila Clic* and vertebrate ortholog *Clic4* have previously been tied to ethanol sensitivity and ethanol-regulated expression. *Clic* knockdown-responsive genes from the present study were found to overlap significantly with gene sets from 4 independently published studies related to ethanol exposure and sensitivity in *Drosophila*. Bioinformatic analysis of genes shared between these studies revealed an enrichment of genes related to amino acid metabolism, protein processing, oxidation-reduction processes, and lipid particles among others. To determine whether the modulation of ethanol sensitivity by *Clic* may be related to co-regulated oxidation-reduction processes, we evaluated the effect of hyperoxia on ethanol sedation in *Clic* knockdown flies. Consistent with previous findings, *Clic* knockdown reduced acute ethanol sedation sensitivity in flies housed under normoxia. However, this effect was reversed by exposure to hyperoxia, suggesting a common set of molecular-genetic mechanism may modulate each of these processes. This study suggests that *Drosophila Clic* has a major influence on regulation of oxidative stress signaling and that this function overlaps with the molecular mechanisms of acute ethanol sensitivity in the fly.

## Introduction

Chloride intracellular channels (CLICs) are a family of evolutionarily conserved proteins with unique metamorphic properties and a host of highly diverse, yet poorly understood biological functions. Vertebrates possess 6 highly similar chloride intracellular channel paralogs and orthologs are also found in invertebrates including *Caenorhabditis elegans* and *Drosophila melanogaster* [1]. The biological functions of CLICs have been difficult to ascertain, but insight has been gained through knockout models in mice and *C*. *elegans*. Although viable, animals deficient for CLICs exhibit a diverse array of phenotypes including defective excretory canal formation in *C*. *elegans* [2] and impaired angiogenesis [3, 4], and wound healing in mice [5]. Work in knockout models has been complemented by *in vitro* studies and the overall list of functions associated with CLICs now includes roles in ion channel activity [6–8], membrane trafficking [9, 10], apoptosis [11, 12], TGF-beta signaling [5, 13, 14], tubulogenesis [2, 3, 9], innate immunity [15, 16], and oxidoreductase enzymatic activity [17] among others. Unfortunately, little progress has been made in identifying the molecular mechanisms by which CLICs engage in these diverse biological processes and much remains to be elucidated.

As members of a rare class of metamorphic proteins, CLICs can alter their three-dimensional structure in a ligand-free environment in response to changes in redox conditions [7, 18, 19]. Under oxidizing conditions, CLICs can rearrange their tertiary structure and spontaneously insert into membranes where they demonstrate an ability to conduct ions across membranes through an unknown mechanism [6–8]. The selectivity of CLICs for anions, let alone chloride, has been challenged suggesting the channels may better resemble membrane pores [20]. Under reducing conditions, CLICs tend towards a soluble globular conformation which has been associated with enzymatic oxidoreductase activity *in vitro* [17]. This finding is not entirely surprising considering the structural homology of CLICs and omega class glutathione S-transferase (GST) enzymes [6, 21]. General features of CLICs such as their resemblance to omega class GSTs, ability to interconvert structures and conduct ions across membranes are largely conserved between vertebrates to invertebrates [22]. One major distinction between invertebrate and vertebrate CLICs is the presence of a two-cysteine redox active site, which is disrupted in *C*. *elegans* paralogs *exl-1* and *exc-4*, but maintained in the sole *Drosophila* ortholog, *Clic*. This active site has been linked to binding of CLICs to lipid bilayers after oxidation, which is true of vertebrate and *Drosophila* CLICs, but not *C*. *elegans* [22]. This active site motif may also be necessary for glutathione binding and oxidoreductase enzymatic activity [17].

Growing evidence has linked CLICs to ethanol-related behaviors and identified them as a potentially important risk factor for alcohol use disorder (AUD) in humans. Expression of chloride intracellular channel 4 (*Clic4*) is downregulated in the brains of postmortem human alcoholics [23] and part of an ethanol-responsive gene network in mouse brain [24]. *Clic4* has been shown to be induced in mouse brain by acute ethanol [25, 26] and overexpression of *Clic4* decreased sensitivity to ethanol sedation in mice [25]. In the same study, transposon disruption of *Drosophila Clic* and mutation of *C*. *elegans exc-4* were also shown to decrease ethanol sedation sensitivity. In a separate study, RNAi knockdown of *Drosophila Clic* replicated these findings by reducing sensitivity to ethanol sedation [27]. These findings are significant considering the possible role of low initial ethanol sensitivity as a risk factor in the development of AUD in humans [28, 29]. Similar to many other biological functions associated with CLICs, the molecular mechanisms by which they alter ethanol sensitivity is presently unknown.

The present study has taken steps to address these gaps in understanding the molecular mechanisms of CLIC action and role in ethanol behaviors by using the power of *Drosophila* genetics to knock-down *Clic* expression selectively in neurons and characterizing the consequent transcriptomic response. Investigation of transcriptome networks resulting from *Clic* knockdown would not only add to our knowledge on *Clic* function, but might also increase our understanding of the neurobiology underlying ethanol sedation sensitivity in the fly. Our findings provide validation for published roles for CLICs, identify potentially novel functions and genetic interactions that shed light on the nature of chloride intracellular channel biology, and show a remarkable conservation of transcriptome responses to *Clic* knockdown, genes involved in oxidative stress and molecular mechanisms relating to ethanol sedation sensitivity in *Drosophila*.

## Materials and methods

### *Drosophila* husbandry, genetics, and behavioral studies

Flies harboring the neuron-selective *elav*-Gal4 driver and/or *Clic* UAS-RNAi transgene v105975 were reared, crossed, and evaluated for sensitivity to sedation to vapor from 85% ethanol as previously described [27]. Flies were placed in sealed plastic containers containing 95% O_2_ (charged twice daily) for exposure to hyperoxia. Survival following repeated hyperoxia exposures was evaluated as previously described [30].

### RNA extraction and microarray preparation

RNA was extracted from fly heads as previously described [30]. Microarray preparation performed per standard Affymetrix protocol using GeneChip *Drosophila* Gene 1.0 ST arrays (ThermoFisher Scientific #902155). Hybridization, washing, and scanning performed per manufacturer specifications by VCU Massey Cancer Center Tissue and Data Acquisition and Analysis Core.

### Microarray analysis

All microarray data processing, statistical analysis, and bioinformatics were performed in R v3.5.1 [31] using R Studio v1.1.456 [32] unless otherwise stated. Microarray CEL files were preprocessed with the R package Oligo v1.44.0 [33] for quality control visualization and background subtraction and normalization was performed with the default robust multi-array average (RMA) method. Release 36 of the corresponding Affymetrix *Drosophila* Gene 1.0 ST array transcript annotations were used. Differential gene expression analysis was performed with the R package Limma v3.36.5 [34] using gene-level linear model fitting and empirical Bayesian smoothing of standard errors per the default workflow. P-values were adjusted using the false discovery rate method [35] and a cutoff of less than or equal to 0.05 was applied for significant differential expression. Plotting for these analyses was performed with the R package ggplot2 v3.0.0 [36]. Principal component analysis (PCA) plotting performed by ggbiplot R package v0.55 [37] with computed normal confidence ellipses. Microarray data files have been deposited at the Gene Expression Omnibus under accession number GSE164090 (GEO, https://www.ncbi.nlm.nih.gov/geo/).

### Bioinformatics

Functional enrichment analysis of differentially expressed genes found with Limma analysis was performed using the web-based tool DAVID (https://david.ncifcrf.gov/) [38]. Databases examined included the Kyoto Encyclopedia of Genes and Genomes (KEGG) [39, 40] and Gene Ontology (GO) categories of Biological Processes, Cellular Components, and Molecular Functions [39, 41]. A p-value cutoff of 0.01 was applied to all GO terms and terms with > 90% redundancy were removed. Significantly enriched terms were visually explored using the R package GOplot v.1.0.2 [42] to produce the representative plots in Fig 3. The web-based tool GeneWeaver (https://geneweaver.org/) was used to perform an integrative genomic analysis across multiple published *Drosophila* gene sets [43]. Using the HiSim Graph tool, differentially expressed genes from the present *Clic* knockdown study were found to have significant Jaccard similarity with four published *Drosophila* gene sets related to ethanol exposure [44–46] and sedation sensitivity [47] (GS137794, GS75550, GS137795, and GS75562 respectively). Each gene set was further compared to the *Clic* knockdown-responsive gene set using Fisher’s exact tests provided by the R package GeneOverlap v.1.16.0 [48], followed by Bonferonni correction for multiple tests. A genome size of 15,309 genes was used in this analysis, corresponding with the Affymetrix GeneChip *Drosophila* Gene 1.0 ST array specifications. The four ethanol-responsive gene sets were then combined to create a union set of ethanol-responsive genes, which was intersected with the *Clic* knockdown gene set in order to identify genes common to both. The resulting set of 366 genes was submitted for bioinformatic analysis with DAVID in order to identify enriched functional terms common between ethanol-responsive and *Clic* knockdown-sensitive genes.

The DRSC Integrative Ortholog Prediction Tool (https://www.flyrnai.org/cgi-bin/DRSC_orthologs.pl) was used to obtain human orthologs for the *Clic* knockdown differentially expressed gene list [49]. In cases where multiple orthologs were found for a single *Drosophila* gene, only the top ortholog according to parameters *w_score*, *best_rev*, *sim_score*, and *identity* was used. The top 150 up and downregulated orthologs were then provided to the CLUE web-based tool for Connectivity Map (CMap) analysis (https://clue.io/), which compares the input transcriptomic signature with that of 476,251 transcriptomic signatures obtained from in vitro exposure of 9 human cell lines to 27,927 distinct chemical or RNAi perturbagens [50]. Only perturbagen signatures having connectivity scores (tau) > 90 or <-90 are reported here.

## Results

### Differential gene expression following *Clic* knockdown

A neuron-specific Gal4 expressing *Drosophila* strain (*elav*-Gal4) was crossed to a UAS-dependent *Clic*-targeting RNAi strain (v105975), producing a neuronally-selective *Clic* knockdown strain (*elav*/v105975, Fig 1). Expression of the v105975 RNAi transgene in neurons decreases expression of *Clic* and makes flies more resistant to ethanol sedation as do transposon insertions in the genomic region [25, 27]. Additionally, this RNAi transgene is not predicted to have off-target effects [51]. Expression of v105975 therefore faithfully mimics the molecular and behavioral features expected of a *Clic* loss of function genetic manipulation.

**Fig 1:**
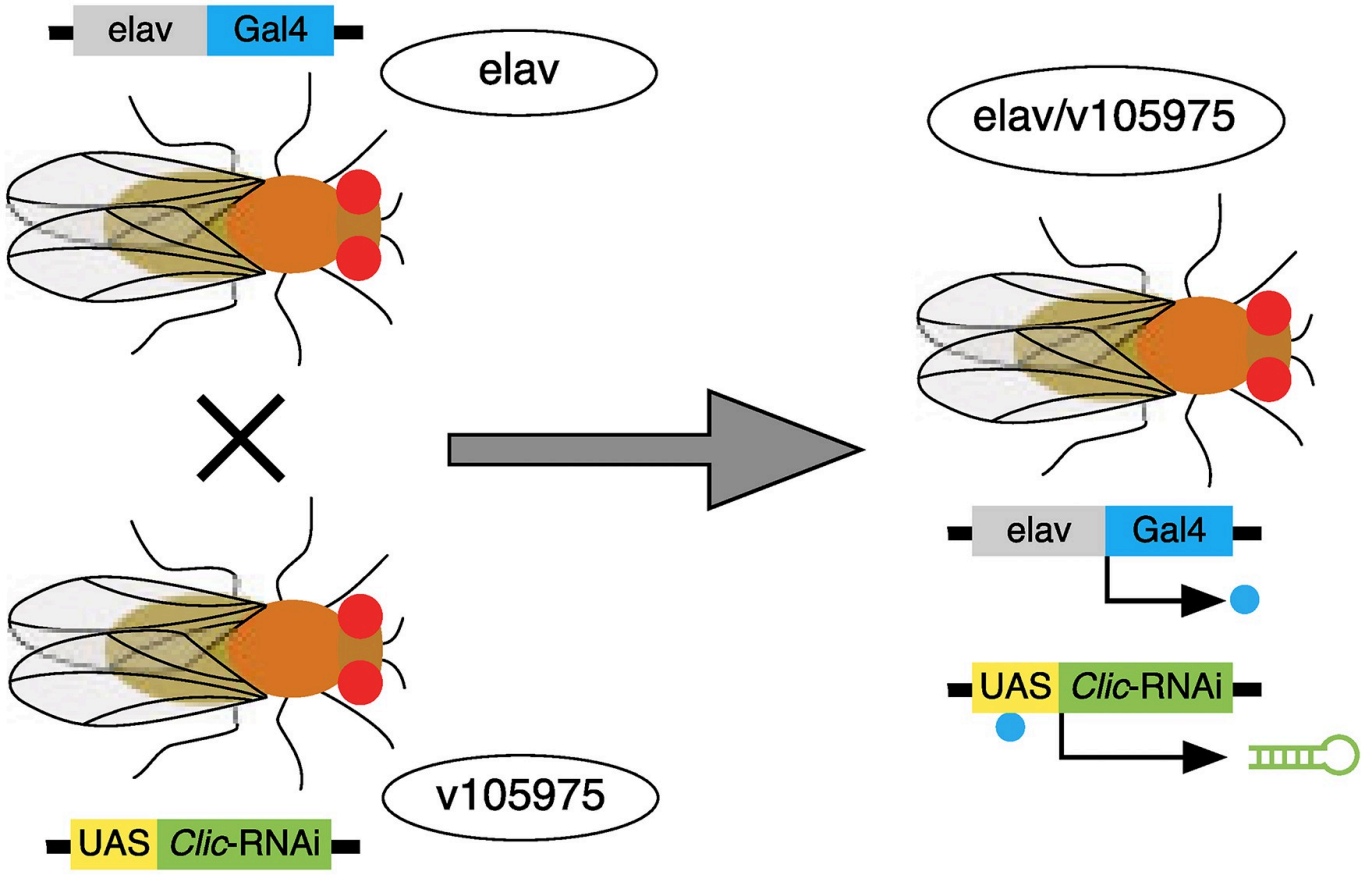
Overview of *Clic* knockdown approach. Schematic for cross to generate flies with neuron-specific expression of *Clic* RNAi (elav/v105975) used in these studies.

To better understand the mechanisms of *Clic* modulation of ethanol behaviors, we sought to identify genes dysregulated by *Clic* knockdown. 

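RNA from fly heads of 3 genotypes was hybridized to 15 arrays, 5 per genotype. The elav/v105975 flies carried the neuronal elav-Gal4 driver together with the UAS transgene v105975, which encodes a hairpin RNA against Clic. The elav/+ flies carried the driver alone and the v105975/+ flies the hairpin transgene alone. The sources used here do not state whether the 5 arrays of a genotype came from separate crosses or collections of flies, so the p-values measure the spread between these arrays alone. The authors corrected the background, normalized the arrays by quantiles and summarized each probeset by RMA, and the deposited values are the resulting log2 intensities per probeset. The median of an array lay between 6.16 and 6.24 on the log2 scale, and the mean correlation of an array with the other arrays of its genotype lay between 0.993 and 0.995. The number of arrays limits the precision of what follows. No further normalization was applied. Of the probesets, 13441 carried 1 gene symbol in the platform annotation, 555 carried several and 2326 carried none. The 13996 probesets with a symbol were counted as genes. A further 164 probesets were named through S1 Table and 45 through S2 Table, and these are described by name, w among them, but not counted. The tables were held here only in part (1855 of 14861 lines of S1 Table and 691 of 1169 lines of S2 Table) and served for names and coordinates alone. Differential expression was tested with limma, with Benjamini-Hochberg adjustment over all probesets and a threshold of 0.05. As in S1 Table, the comparisons among the 3 genotypes came from a fit of all 15 arrays. As in S2 Table, the comparison of elav/v105975 with elav/+ on its own came from a fit of these 10 arrays. A permutation test of 5 against 5 arrays was exact and two-sided, and cannot give a p under 0.00794.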

Total RNA was extracted from fly heads from three genotypes (elav/v105975, elav/+ and v105075/+) and analyzed using Affymetrix GeneChip *Drosophila* Gene 1.0 ST arrays, which quantify expression of more than 18,500 transcripts representing 15,309 genes. 

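The elav/v105975 arrays stood apart from the elav/+ arrays on the first principal component of all 15 arrays, which held 17.3% of the variance. The component 1 score was 47.3 ± 10.4 (SD, n = 5) in elav/v105975 and -69.5 ± 14.4 (SD, n = 5) in elav/+. Every elav/v105975 array scored above every elav/+ array (exact permutation test, p = 0.00794). The component was computed from the same arrays, so this p describes the plot. Component 2 held 12.2% of the variance, and on it these genotypes differed by 16.7 (exact permutation test, p = 0.556). Transcripts of elav, the neuronal gene whose promoter drives Gal4, were at 9.97 ± 0.041 (SD, n = 5) in elav/v105975 and 9.90 ± 0.037 (SD, n = 5) in elav/+ on the log2 scale, and did not pass the test (log2 fold change 0.07, adjusted p = 0.370 from limma), although an exact permutation test of this gene alone gave p = 0.0238. All 5 elav/v105975 arrays lay above all v105975/+ arrays for elav (exact permutation test, p = 0.00794), with a log2 difference of 0.14 that did not pass the test over all probesets (adjusted p = 0.226).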

Principle component analysis (PCA) of robust multi-array average (RMA) corrected probeset intensities revealed clear separation of the *elav*/v105975 knockdown and *elav*/+ control fly strain samples (Fig 2a), indicating a significant genome-wide modulation of gene expression by the *Clic* knockdown. 

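The v105975/+ arrays scored 22.2 ± 11.3 (SD, n = 5) on component 1, above every elav/+ array (exact permutation test, p = 0.00794) and on average 25.1 below elav/v105975 (exact permutation test, p = 0.0238). Their mean lay 78.5% of the way from the elav/+ mean to the elav/v105975 mean, with an SD of 9.64 percentage points over the 5 arrays. The highest v105975/+ array, at 40.8, lay within the range of elav/v105975, which ran from 37.2 to 61.6. Component 2 did not separate v105975/+ from elav/+ (exact permutation test, p = 0.571) or from elav/v105975 (exact permutation test, p = 0.302).

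**Figure D1:**
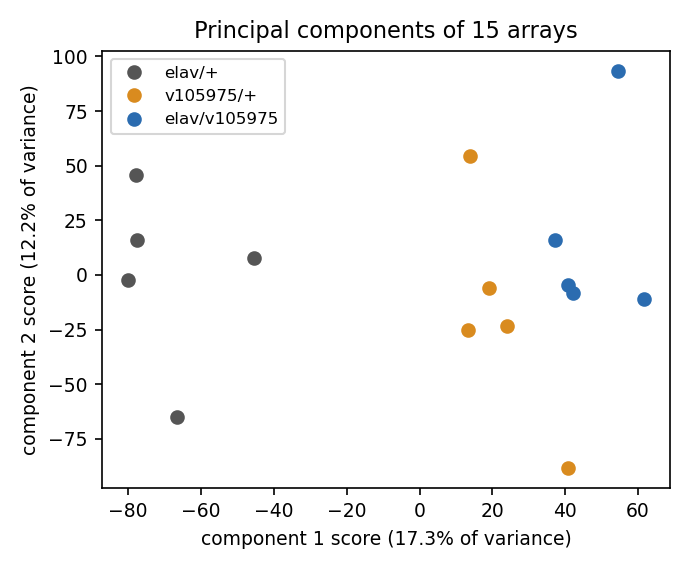
Scores of the 15 arrays on component 1 (17.3% of the variance) and component 2 (12.2%), 1 point per array, coloured by genotype. The elav/+ arrays lie at or below -45.4 on component 1 and all v105975/+ and elav/v105975 arrays at or above 13.2. The elav/v105975 array at 93.5 on component 2 is replicate 4.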

Interestingly, the v105075/+ RNAi-only samples showed high similarity to the knockdown genotype, suggesting a degree of possible RNAi leakage in the absence of Gal4 expression. Expression of the *Clic* knockdown target gene was significantly reduced (FDR = 5.5E-7), at 59% of *elav*/+ control fly levels, in the *elav*/v105975 genotype (S1 Table), consistent with previously reported knockdown using the same UAS-RNAi strategy measured by real-time PCR [27]. 

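Clic, which encodes the fly chloride intracellular channel protein, fell in elav/v105975 heads to 59.0% of its elav/+ level (95% confidence interval 54.5% to 63.9%). The gene lies on the minus strand of chromosome X from 13707165 to 13716357 in the coordinates of S2 Table, whose genome build is not given in the sources used here, and was measured by 1 probeset. Its log2 value was 8.40 ± 0.085 (SD, n = 5) in elav/v105975 and 9.16 ± 0.054 (SD, n = 5) in elav/+, a log2 fold change of -0.76 (standard error 0.054, adjusted p = 5.48e-07 from limma). All 5 elav/v105975 arrays lay below all elav/+ arrays (exact permutation test, p = 0.00794). The hairpin was driven in neurons, whereas RNA came from all cells of the head.

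**Figure D2:**
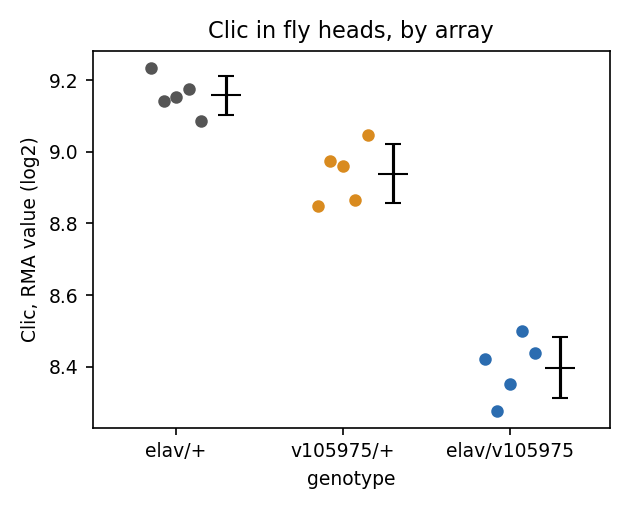
RMA value of Clic (log2) on each array, by genotype, with the mean and SD of 5 arrays beside the points. The elav/v105975 arrays lie between 8.28 and 8.50, the v105975/+ arrays between 8.85 and 9.05 and the elav/+ arrays between 9.09 and 9.23.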

To further explore the possibility of RNAi expression leakage, v105975/+ RNAi-only controls were assessed alongside the *elav*/v105975 knockdown and *elav*/+ Gal4-only control strains during differential gene expression analysis. v105975/+ flies also showed significant depression (FDR = 0.027) of *Clic* expression *Clic* at 85% of *elav*/+ control levels, suggesting a degree of *Clic* RNAi expression occurring in the absence of a Gal4 driver in v105975/+ animals (S1 Table). 

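In v105975/+ heads, which carried the hairpin transgene without a driver, Clic was at 85.9% of the elav/+ level (95% confidence interval 79.3% to 93.1%). Its log2 value was 8.94 ± 0.083 (SD, n = 5), a log2 fold change of -0.22 (standard error 0.054, adjusted p = 0.0269 from limma), and all 5 v105975/+ arrays lay below all elav/+ arrays (exact permutation test, p = 0.00794). The call did not withstand leaving out single arrays. The adjusted p from limma was 0.0578 without elav/+ replicate 1, 0.0565 without elav/+ replicate 3, 0.0610 without elav/+ replicate 4, 0.0729 without v105975/+ replicate 1 and 0.0675 without v105975/+ replicate 4, and over all alternatives it ran from 0.00993 to 0.0729, while the log2 fold change stayed between -0.25 and -0.20. Expression of tio, which lies at a landing site used for transgenes of this RNAi library, did not pass the test in elav/v105975 (log2 fold change 0.08, adjusted p = 0.582) or in v105975/+ (-0.02, adjusted p = 0.930), where no Gal4 was present to drive it, so that the value in v105975/+ says nothing of the landing site.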

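Clic expression also separated the genotypes that carry the hairpin. The level in elav/v105975 was 68.7% of that in v105975/+ (95% confidence interval 63.4% to 74.4%), a log2 fold change of -0.54 (standard error 0.054, adjusted p = 1.02e-04 from limma). The highest elav/v105975 array stood at 8.50 on the log2 scale and the lowest v105975/+ array at 8.85 (exact permutation test, p = 0.00794). Set against the elav/+ mean, single elav/v105975 arrays ran from 54.3% to 63.3% and single v105975/+ arrays from 80.7% to 92.7%.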

While the magnitude of *Clic* knockdown in v105975/+ flies was significantly less than the *elav*/v105975 knockdown strain (FDR = 0.0001), it did result in substantial differential gene expression (DGE; S1 Fig and S1 Table). 

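Both genotypes that carry the hairpin showed far-reaching changes against elav/+. In elav/v105975, 1294 genes passed an adjusted p of 0.05 from limma, 622 higher and 672 lower than in elav/+. In v105975/+, 833 genes passed, 380 higher and 453 lower. With probesets without a platform symbol counted too (an alternative chosen after the values were seen), 1539 passed in elav/v105975 and 995 in v105975/+. The lowest values in v105975/+ included CG4269, an uncharacterized gene, at a log2 fold change of -2.14 (standard error 0.218, adjusted p = 2.92e-05), and AGO3, an Argonaute protein of the piRNA pathway, at -1.22 (standard error 0.111, adjusted p = 9.56e-06). In elav/v105975 the same genes stood at -1.88 (adjusted p = 7.62e-05) and -0.70 (adjusted p = 9.67e-04). The difference of AGO3 between the hairpin genotypes did not pass the test (log2 difference 0.52, adjusted p = 0.0638). ImpL2, a secreted antagonist of insulin signalling, fell by 0.98 in elav/v105975 and by 1.04 in v105975/+ (adjusted p = 6.90e-05 and 4.55e-05). At least 1.5-fold changes made up 192 of the calls in elav/v105975 and 165 of those in v105975/+. The count in v105975/+ was 550 both without elav/+ replicate 3 and without v105975/+ replicate 1.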

Analysis by Limma (FDR ≤ 0.05) across all 3 genotypes showed 1450 genes in the *elav*/v105975 genotype and 956 in the v105975/+ genotype with altered expression versus *elav/*+ controls (S1 Fig and S1 Table). There was a highly significant overlap of DGE results between the *elav*/v105975 and v105975/+ flies. 

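Of the genes changed in v105975/+, 608 were also changed in elav/v105975 in the same direction, 276 higher and 332 lower than in elav/+. These are 73.0% of the calls in v105975/+ and 47.0% of those in elav/v105975. Of the genes with a platform symbol, 2 were called in opposite directions, mir-4946, a microRNA gene (log2 fold change 0.53 in elav/v105975 and -0.66 in v105975/+), and veli, which encodes a PDZ scaffold protein (0.20 and -0.24) and was named after its values were seen. The call of veli in elav/v105975 was lost without any 1 of 12 arrays (adjusted p of at most 0.103), namely elav/+ replicates 1 to 5, v105975/+ replicates 2, 3 and 5 and elav/v105975 replicates 1 to 4, and that in v105975/+ without elav/+ replicate 3 or v105975/+ replicate 1 (at most 0.0529). With probesets without a platform symbol counted too, 6 were called in opposite directions. These added w (3.98 and -0.30), whose call in v105975/+ was lost without single arrays (adjusted p of at most 0.0569), and 3 probesets without a gene name, described after their values were seen, at 0.39 and -3.65, at -0.43 and 0.44, and at 0.22 and -0.18, the last of which lost its call in v105975/+ without any 1 of 13 arrays (adjusted p of at most 0.117). Independent lists of these lengths would share 38.6 genes. Because both comparisons use the same elav/+ arrays, groups without any change were simulated against them 100 times. No gene was then called in both on average, and the top genes taken in lists of the observed lengths shared 249 on average and 514 at most. The covariance of the log2 fold changes across probesets was 0.0295, against a simulated mean of 0.00675 and a highest simulated value of 0.0132, a difference of 0.0228 from the mean. The correlation across probesets, 0.732, lay within the simulated values (mean 0.493, highest 0.796). When the elav/+ arrays were divided 3 to 2 between the comparisons in all 20 ways, 208 genes were called in both on average (161 to 236), against 8.75 for independent lists, and the covariance was 0.0229. The overlap was 403 genes without elav/+ replicate 3.

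**Figure D3:**
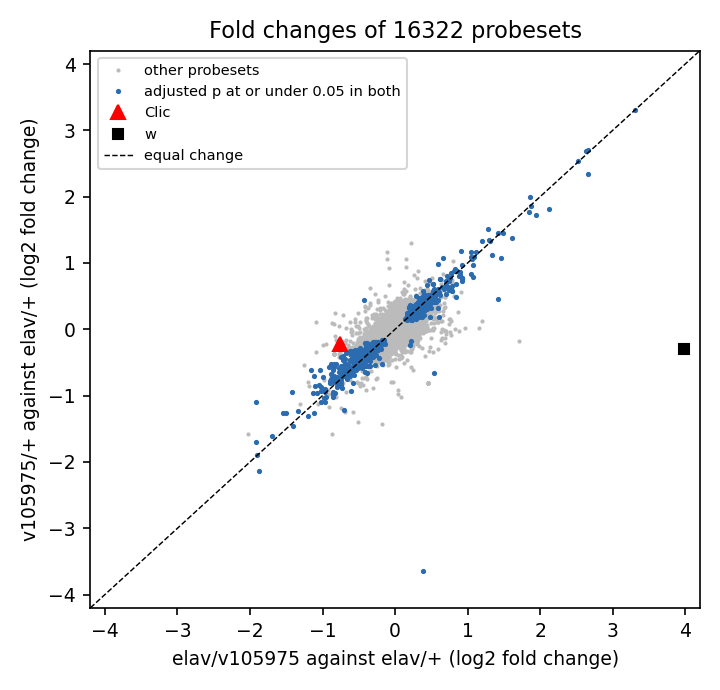
Log2 fold change against elav/+ of every probeset in elav/v105975 (horizontal) and v105975/+ (vertical), with probesets called in both in blue and the line of equal change dashed. Clic lies at -0.76 and -0.22, and w at 3.98 and -0.30, away from the line.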

Of the 271 genes showing regulation at FDR <0.05 selectively in v105975/+ vs. *elav*/+ controls but not in *elav*/v105975 vs. controls, only 13 of these showed a statistically significant difference between v105975/+ and the *elav*/v105975 knockdown genotype (S1 Fig, panel b). 

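Among the 223 genes called in v105975/+ and not in elav/v105975, 211 had the same sign in both genotypes and 134 had an unadjusted p under 0.05 in elav/v105975 as well. Both comparisons use the same elav/+ arrays, whose noise alone favours a shared sign, so these counts are not independent evidence. Of the 223 genes, 11 differed between v105975/+ and elav/v105975 at an adjusted p of 0.05 from limma. This count was 18 with an intensity trend, 22 with probesets without a gene symbol counted too (an alternative chosen after the values were seen), 7 with a change of at least 1.5-fold and 5 at an adjusted p of 0.01. CG18577, an uncharacterized gene, fell by 1.42 on the log2 scale in v105975/+ (adjusted p = 9.56e-06) and stood at -0.18 in elav/v105975 (difference 1.25, standard error 0.129, adjusted p = 1.33e-04). The germline differentiation gene tut stood at -0.61 in v105975/+ and 0.25 in elav/v105975 (difference 0.86, standard error 0.098, adjusted p = 3.52e-04). The adenylyl cyclase gene ACXC went the other way, at 0.44 in v105975/+ and -0.24 in elav/v105975 (difference -0.68, standard error 0.086, adjusted p = 6.63e-04). The others were lncRNA:CR43870, mir-2b-2, mah, CG10561, CG10341, lcs, and ND2 and ND3, which encode mitochondrial subunits of complex I. Some of these differences were lost without single arrays: mir-2b-2 without elav/v105975 replicate 2 (adjusted p = 0.0540), ND2 without v105975/+ replicate 2 or 3 or elav/v105975 replicate 2 (at most 0.0618), ND3 without these or elav/v105975 replicate 3 (at most 0.0636), mah without v105975/+ replicates 2 to 5 or elav/v105975 replicate 1, 3 or 4 (at most 0.0928), and lcs without any array but elav/+ replicates 3 and 5, v105975/+ replicate 4 and elav/v105975 replicate 3 (at most 0.141). The call of CG10561 in v105975/+ was lost without elav/+ replicate 3 or v105975/+ replicate 4 (at most 0.0508). The 223 genes became 146 without elav/+ replicate 3, 108 without v105975/+ replicate 1, 147 without v105975/+ replicate 2 and 136 without v105975/+ replicate 4.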

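Expression of 47 genes differed between elav/v105975 and v105975/+, 20 higher and 27 lower in elav/v105975, and each of the 47 was also called against elav/+ in at least 1 of the genotypes. Of these, 27 were called against elav/+ in elav/v105975 alone, 11 in v105975/+ alone and 9 in both. Tep4, which encodes a thioester-containing immune protein, was 0.89 higher on the log2 scale in elav/v105975 (standard error 0.085, adjusted p = 6.82e-05 from limma). Ddc, the decarboxylase that makes dopamine and serotonin, was 0.31 higher (standard error 0.050, adjusted p = 0.00758), and numb, an inhibitor of Notch signalling, was 0.42 higher (standard error 0.045, adjusted p = 1.53e-04). For numb, v105975/+ replicate 4 stood at 8.30 and the other 4 arrays between 8.19 and 8.21. D2hgdh, a mitochondrial dehydrogenase of 2-hydroxyglutarate, was 0.52 lower in elav/v105975 (log2 difference -0.52, standard error 0.058, adjusted p = 2.74e-04), and Ugt35C1, a UDP-glycosyltransferase, was at -0.73 (adjusted p = 0.00140). In addition, w was 19.4-fold higher in elav/v105975 (adjusted p = 5.19e-15). Of 45 genes of cytosolic ribosomal proteins, 1 was called lower in elav/v105975 (RpS13, whose call was lost without v105975/+ replicates 1, 2, 3 or 5 or elav/v105975 replicates 1 to 4, at an adjusted p of at most 0.0921) and none higher, and the list as a whole was lower than other genes (adjusted p = 4.87e-10 from limma's camera). It was not called with an estimated correlation between members (adjusted p = 0.479 with an estimated correlation), but was with fry (adjusted p = 0.0466). With an intensity trend in limma's prior variance, 71 genes differed between these genotypes. With probesets without a platform symbol counted too (an alternative chosen after the values were seen), 68 differed.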

The remaining 41 of 54 total genes differentially expressed between the v105975 RNAi-only control and *elav*/v105975 knockdown strain were differentially expressed in one or both of these genotypes compared to the *elav*/+ control strain (S1 Fig, panel b). Considering that the v105975/+ vs. elav/+ DEG set is virtually a subset of the larger *elav*/v105975 knockdown gene set, this suggests that the v105975/+ group effectively represents a lower dose knockdown of *Clic*. 

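The sizes of the changes can be set beside each other. Over the 1294 genes called in elav/v105975, the log2 fold change in v105975/+ was 0.765 of that in elav/v105975 in the median (quartiles 0.555 and 0.970), and over the 608 genes called in both it was 0.977 (quartiles 0.845 and 1.12). Cyp6a2, a cytochrome P450 induced by foreign compounds, had a ratio of 1.01, and klg, a cell adhesion protein of the immunoglobulin family, a ratio of 0.809. For Clic the ratio was 0.287. A ratio over called genes favours large values in the genotype that called them, so the share was also measured on arrays that had no part in choosing the genes. With 2 arrays per genotype used to choose 500 probesets, the remaining arrays gave a mean change of 0.46 on the log2 scale in elav/v105975 and 0.37 in v105975/+, a share of 0.812 ± 0.0437 (SD over 100 splits, which reuse the same arrays). The paper reasons that the genes changed in v105975/+ are nearly all contained in the larger set changed in elav/v105975, and from this proposes that v105975/+ flies represent a lower dose of the Clic knockdown. It also reports a smaller fall of Clic in v105975/+ and a resistance to ethanol sedation between those of the other genotypes.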

For this reason, the RNAi-only v105975/+ control group was omitted from the rest of the bioinformatic analyses in order to focus on the more robust *elav*/v105975 knockdown.

**Fig 2:**
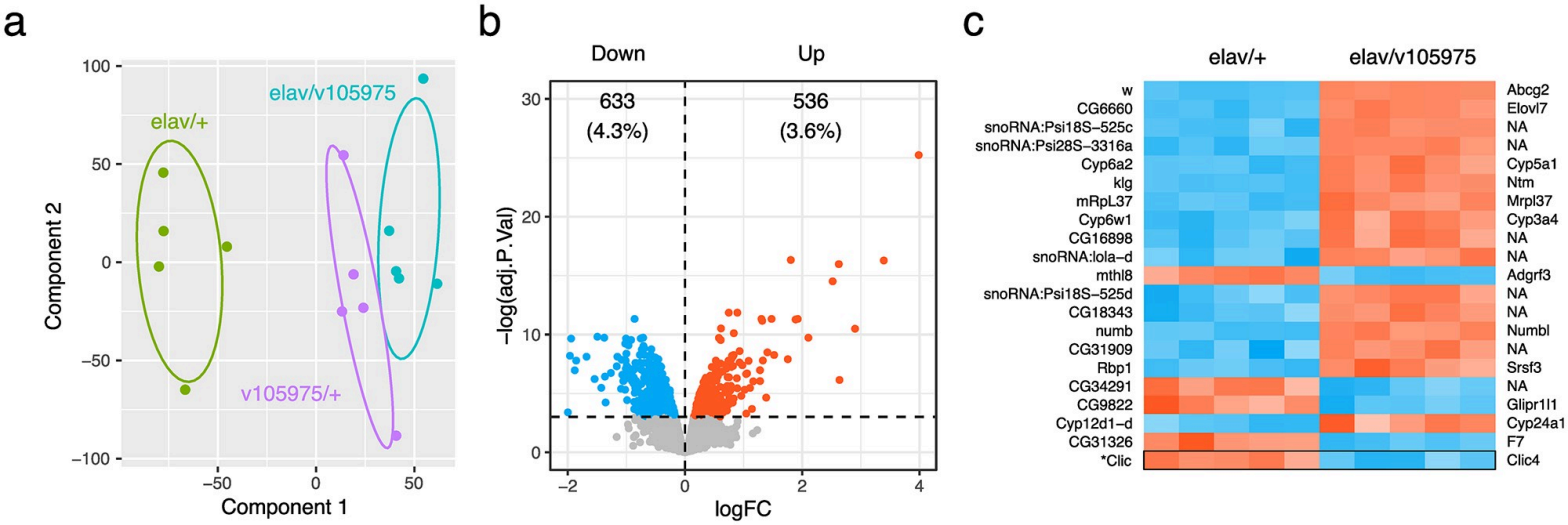
*Clic* knockdown-responsive gene expression. (a) PCA plot depicting expression profiles for control (*elav*/+), RNAi only (v105975/+) and *Clic* knockdown flies (*elav*/v105975) with normal confidence ellipses. (b) Volcano plot for complete differential gene expression results between *Clic* knockdown (*elav*/v105975) and control (*elav*/+) genotypes, highlighting significantly downregulated (blue) and upregulated (red) genes (FDR ≤ 0.05). (c) Heatmap of top 20 differentially regulated genes, ranked by FDR. Fly genes are listed on left and corresponding human orthologs on right (NA indicates no clear ortholog at time of publication). *Clic* expression added to bottom row of heatmap for clarity.

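In the fit of elav/v105975 and elav/+ alone, 961 genes passed the threshold, 6.87% of the genes measured, and 186 of them changed at least 1.5-fold. With probesets without a platform symbol counted too (an alternative chosen after the values were seen), 1132 passed. Which probesets the paper counted as genes is not stated in the sources used here. The Sting-regulated gene Srg3 stood at a log2 fold change of -1.90 (standard error 0.238, adjusted p = 0.00109 from limma) and Srg1 at -1.50 (standard error 0.215, adjusted p = 0.00230). PGRP-SD, a recognition protein for bacterial peptidoglycan, fell by 1.92 (standard error 0.228, adjusted p = 7.94e-04). The spliceosomal RNA gene snRNA:U2:34ABa rose by 0.93 (standard error 0.087, adjusted p = 1.75e-04), but copies of U2 are nearly identical and their probesets cannot be told apart with certainty. CG43182, an uncharacterized gene, rose by 1.42 (standard error 0.098, adjusted p = 2.31e-05). All 5 arrays of elav/v105975 lay beyond all 5 of elav/+ for 10.0% of all probesets, whereas 0.794% of unchanged probesets would do so by chance. Among the calls, 882 named probesets did so, which their selection on the same arrays favours. Of the genes called here, 919 were also called in the fit of all 3 genotypes. The count was 599 without elav/+ replicate 3, 639 without elav/+ replicate 4 and 577 without elav/v105975 replicate 2.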

Differential gene expression analysis of *elav*/v105975 vs. *elav*/+ controls identified 1,169 differentially expressed genes after applying a false discovery rate (FDR) cutoff of 0.05 (Fig 2b, S2 Table). 

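Slightly more genes were lower than higher in elav/v105975. Of the 961 genes, 534 were lower and 427 higher, so that 55.6% were lower, and of the 186 that changed at least 1.5-fold, 114 were lower and 72 higher. Among the lower genes, Cyt-b5-r, a cytochrome b5-related protein, stood at a log2 fold change of -0.58 (standard error 0.091, adjusted p = 0.00377 from limma), and maf-S, a partner of the stress regulator cnc, at -0.42 (standard error 0.056, adjusted p = 0.00153). Among the higher genes, Ekar, a glutamate receptor subunit, stood at 0.33 (standard error 0.056, adjusted p = 0.00561). The balance depended on the scaling of the arrays. With arrays centred on their medians 498 genes were lower and 511 higher, so that the majority turned, and with quantile normalization applied once more 548 were lower and 489 higher.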

Differentially expressed genes, although split fairly evenly, showed a trend towards overall downregulation. Human orthologs for the top 20 differentially expressed genes according to FDR (FDR < 6 x 10E-5) include multiple cytochrome p450 enzymes (Cyp) as well as examples of membrane-bound (Abcg2, Elovl7, Ntm, and Glipr1l1) and translation-associated (Mrpl37 and Srsf3) proteins (Fig 2c). 

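The 20 genes of Fig 2c were all among the 39 smallest p-values found here, and 16 of them were among the 20 smallest. They comprised 16 genes that rose and 4 that fell in elav/v105975. Among them snoRNA:Psi18S-525c, a small nucleolar RNA (snoRNA) that guides pseudouridylation of ribosomal RNA, rose by 3.31 on the log2 scale (standard error 0.118, adjusted p = 9.37e-08 from limma) and snoRNA:Psi28S-3316a by 2.64 (standard error 0.094, adjusted p = 9.37e-08). For snoRNA:Psi18S-525c, v105975/+ replicate 1 stood at 4.92 and the other 4 arrays between 5.47 and 5.65. Most snoRNAs did not pass the test: of 218 measured, 17 were higher, 6 lower and 195 not called, and the 23 calls became 15 without elav/v105975 replicate 2. The snoRNA list was called by limma's camera (adjusted p = 0.0487), but not with an estimated correlation (0.766), with fry (0.255) or without elav/+ replicate 1 or 3 or elav/v105975 replicate 1, 3 or 5 (at most 0.963). Of the cytochrome P450 genes, Cyp6a2 rose 5.75-fold (adjusted p = 1.52e-07), Cyp12d1-d, a mitochondrial form, 4.36-fold (adjusted p = 2.60e-05) and Cyp6w1 2.47-fold (adjusted p = 1.56e-05). Cyp12d1-d has a near-identical copy, so its value is uncertain. The gene of the mitochondrial ribosomal protein mRpL37 rose 1.81-fold (adjusted p = 9.55e-06). CG6660, an elongase of very long chain fatty acids, rose 3.67-fold (adjusted p = 1.31e-07) and lies, in the coordinates of S2 Table, on chromosome arm 3R from 18749074 to 18750247, within klg, from 18725024 to 18787456 on the same strand, which rose 1.67-fold (adjusted p = 1.05e-05). The methuselah-like receptor gene mthl8 fell by 0.86 on the log2 scale (standard error 0.054, adjusted p = 1.08e-05), with elav/+ replicate 1 at 7.21 and the other 4 arrays between 7.39 and 7.41. CG31326, which ranked 39, fell by 0.65, with elav/+ replicate 2 at 9.15 and the others between 8.90 and 8.92. In v105975/+, 18 of the 20 genes were called in the same direction, with the elav/+ arrays shared by both comparisons. Of the 20, 3 differed between v105975/+ and elav/v105975, namely w, numb and CG31326.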

The knockdown strain (*elav*/v105975) had twice the number of copies of selectable marker gene mini-white (w) as the control strain (*elav*/+), rendering it the top differentially expressed gene as expected.

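The eye pigment transporter gene w, which the transgenes carry as a marker in the form of mini-white, was far higher in elav/v105975 than in either other genotype. The gene lies on the minus strand of chromosome X from 2684632 to 2690499 in the coordinates of S2 Table. Its log2 value was 11.45 ± 0.048 (SD, n = 5) in elav/v105975 and 7.47 ± 0.132 (SD, n = 5) in elav/+, a 15.8-fold difference (log2 fold change 3.98, standard error 0.066, adjusted p = 7.03e-11 from limma). It stood at 7.17 ± 0.132 (SD, n = 5) in v105975/+, a log2 fold change of -0.30 from elav/+ (standard error 0.071, adjusted p = 0.0212). That call was lost without elav/+ replicate 4 or 5 and without v105975/+ replicate 1 or 2, with a highest adjusted p of 0.0569, and in a fit of these genotypes alone.

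**Figure D4:**
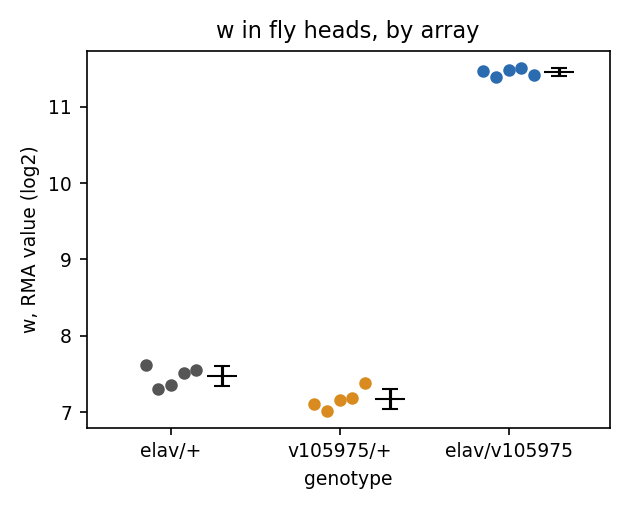
RMA value of w (log2) on each array, by genotype, with the mean and SD of 5 arrays beside the points. The elav/v105975 arrays lie between 11.39 and 11.51, and all others between 7.02 and 7.62.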

### Perturbed oxidation-reduction and cytoplasmic translation

To objectively screen *elav*/v105975 vs. *elav*/+ control differentially expressed genes for meaningful biological patterns, functional over-representation analysis was performed using the GO classification system. Twenty-three non-redundant GO terms with p-values < 0.01 were identified from all three GO categories (Biological Processes, Molecular Functions, & Cellular Components) and reflected trends observed in the top 20 differentially expressed genes (Fig 3a, S3 Table). 

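In elav/v105975 heads some genes of protein synthesis were lower and some genes of neurons higher, while most members of each list did not pass the test. Of 45 genes of cytosolic ribosomal proteins, 11 were lower and none higher (23 lower and 1 higher when adjusted over the list alone), among them RpS26 (log2 fold change -0.42, adjusted p = 0.00124 from limma) and RpS13 (-0.26, adjusted p = 0.00379). Of 71 genes of mitochondrial ribosomal proteins, 1 was higher and 2 were lower (the same when adjusted over the list alone), and the list did not differ from other genes (adjusted p = 0.161 from limma's camera). Of 46 translation initiation and elongation factors, 5 were lower and 1 higher (9 lower and 2 higher when adjusted over the list alone). Of 27 genes of aminoacyl-tRNA synthetases, which charge tRNAs with amino acids, 8 were lower and none higher (10 lower when adjusted over the list alone), among them AsnRS (-0.61) and ValRS (-0.34). Of 23 genes of the nucleolus and ribosome biogenesis, 9 were lower and none higher (13 lower when adjusted over the list alone), including nop5, a core protein of box C/D snoRNPs (-0.47), and mod, a nucleolar protein (-0.31). Of 24 genes of protein processing in the endoplasmic reticulum (ER), 8 were lower and 1 higher (14 lower and 1 higher when adjusted over the list alone). Tapdelta and Sec61alpha of the translocon stood at -0.69 and -0.38. Of 31 genes of transmitter synthesis, transport and receptors, 8 were higher and none lower (13 higher when adjusted over the list alone), including VGAT, the vesicular GABA transporter (0.39), and Gad1, which makes GABA (0.27). Of 16 neuronal and synaptic markers, 4 were higher and none lower (7 higher when adjusted over the list alone), including the synaptic vesicle GTPase Rab3 (0.25). Of 14 photoreceptor markers, 2 were higher and 1 lower (5 higher and 2 lower when adjusted over the list alone). Markers of the fat body, which lines the head, moved with these lists: 4 of 12 were lower and none higher (also 4 when adjusted over the list alone), such as fon, a clotting protein (-1.92), and the perilipin gene Lsd-1 (-0.49). Each of these lists apart from the mitochondrial one differed from other genes in limma's camera with a preset correlation of 0.01 between members, with adjusted p = 4.10e-09 for ribosomal proteins, 0.0377 for translation factors, 6.77e-05 for synthetases, 2.64e-09 for the nucleolus, 1.16e-05 for the ER, 2.03e-08 for transmitters, 2.03e-06 for neuronal markers, 0.0209 for photoreceptor markers and 0.00282 for the fat body. None was called with the correlation estimated from these arrays (adjusted p = 0.274 for the fat body and 0.241 for the others with an estimated correlation), and the call of the translation factors was also lost with medians centred (adjusted p = 0.0531), with a second quantile normalization (0.0683) and without elav/+ replicate 5 (0.0577) or elav/v105975 replicate 2 (0.0695) or 5 (0.0513). With fry each of these lists was called, at an adjusted p of at most 0.0162, apart from the mitochondrial one (0.298). The counts over all probesets moved without single arrays: the ribosomal 11 became 5 to 7 without elav/+ replicate 3, 4 or 5 or elav/v105975 replicate 1, 2, 3 or 4, the nucleolar 9 became 3 to 5 without elav/+ replicate 3, 4 or 5 or elav/v105975 replicate 1, 2 or 5, the neuronal 4 became 2 without elav/+ replicate 2, 3 or 5 and 1 without elav/v105975 replicate 2, the photoreceptor 3 became 1 or 0 without elav/+ replicate 2, 3 or 4 or elav/v105975 replicate 1, 2 or 4, and the transmitter 8 became 5 without elav/v105975 replicate 2. The over-representation of GO terms was not repeated here. The lists were drawn up with the paper's terms known, so calls for translation and the nucleolus are not independent of its result.

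**Figure D5:**
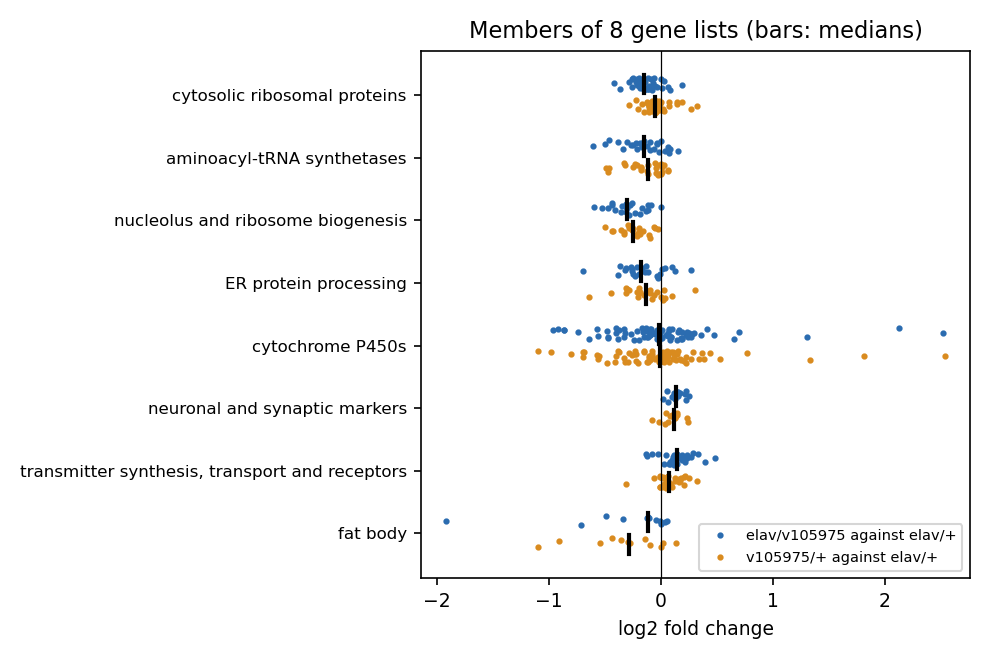
Log2 fold change against elav/+ of each measured member of 8 gene lists in elav/v105975 (blue) and v105975/+ (orange), with the median of each list as a black bar. The median of the nucleolar list lies at -0.30 in elav/v105975 and -0.25 in v105975/+, and that of the transmitter list at 0.15 in elav/v105975.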

The top 6 overrepresented GO terms according to p-value included Biological Processes Cytoplasmic Translation and Oxidation-Reduction Process, Molecular Functions Heme Binding, Cellular Components Membrane, Cell Junction, and Nucleolus. 

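The genes that S3 Table assigns to its leading terms were followed in the values used here. They were chosen from these same arrays, so their counts are not independent evidence of a direction. Not every gene could be matched to a probeset: 19 of the 27 listed for cytoplasmic translation, 25 of the 27 for the nucleolus and 14 of the 15 for cell junctions were. Of the 19 matched genes of cytoplasmic translation, 17 were lower in elav/v105975 and none was higher. Of the 25 of the nucleolus, 21 were lower and 1 higher. The 21 included bys, which acts in the maturation of the small ribosomal subunit (log2 fold change -0.40, standard error 0.081, adjusted p = 0.0159 from limma), and the higher gene was cal1, a centromere assembly factor (0.39, standard error 0.101, adjusted p = 0.0429), named after its values were seen, whose call was lost without any 1 of 9 of the 10 arrays (all but elav/+ replicate 5, adjusted p of at most 0.102). The 17 translation genes became 10 or 11 without elav/+ replicate 3, 4 or 5 or elav/v105975 replicate 2 or 4, and the 21 nucleolar genes became 13 without elav/+ replicate 3, 12 without elav/+ replicate 4 and 11 without elav/v105975 replicate 2. Of 25 heme-binding genes, 16 were lower and 9 higher. Of 14 genes of cell junctions, 10 were higher and 2 lower. The higher genes included the acetylcholine receptor subunit nAChRalpha5 (0.29, standard error 0.048, adjusted p = 0.00519) and fwe, a membrane protein of synaptic vesicles (0.29, standard error 0.051, adjusted p = 0.00700). The fat body lipoprotein gene Apoltp fell by 0.71 in the same comparison (adjusted p = 1.12e-04). The lists of oxidation-reduction and membrane genes were not used here.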

Differentially expressed genes localized to the nucleolus and those involved in cytoplasmic translation, oxidation-reduction processes, and heme binding are largely downregulated whereas those localized to membranes or cell junctions are mostly upregulated (Fig 3a–3c). Despite having large z-scores for overall direction of regulation (Fig 3a), terms such as Oxidation-Reduction Process and Cell Junction possessed examples of genes with opposing directions of regulation, highlighting the complex but specific molecular responses to *Clic* knockdown (Fig 3b and 3c). This is particularly clearly visualized in Fig 3c. For example, Cyp genes were particularly overrepresented among top *Clic* knockdown-responsive genes, but showed considerable variation in direction of regulation, despite a low overall z-score for their parent term Oxidation-Reduction Process (Fig 3b).

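Single genes ran against the direction of their term. Among cell junction genes, rl, the fly ERK kinase, was lower in elav/v105975 (log2 fold change -0.38, standard error 0.064, adjusted p = 0.00519 from limma), as was Atg9, a membrane protein of autophagy (-0.31, standard error 0.070, adjusted p = 0.0230). The call of Atg9 was lost without elav/v105975 replicate 1 or 3, with an adjusted p of at most 0.0553. Among heme-binding genes, glob1, a globin, was higher (0.36, standard error 0.072, adjusted p = 0.0141), whereas v, the tryptophan oxygenase of eye pigment synthesis, was lower (-0.50, standard error 0.108, adjusted p = 0.0195, and 0.0529 without elav/+ replicate 3). Among 15 genes of the organelle membrane term, 4 were higher and 11 lower, and among 9 amino acid transmembrane transporters 5 were higher and 3 lower. These members were also selected on the present arrays, and their counts say nothing independent about direction.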

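The cytochrome P450 genes, which oxidize hormones, lipids and foreign compounds, moved in both directions. Of 80 measured P450 genes, 7 were higher and 12 lower in elav/v105975 and 61 did not pass the test (8 higher and 16 lower when adjusted over the list alone). Besides the 3 large rises named above, Cyp4ac3 was higher (log2 fold change 0.70, standard error 0.112, adjusted p = 0.00444 from limma). The largest falls among the 4 P450 genes with the next smallest p-values were those of Cyp28a5 (-0.96, standard error 0.089, adjusted p = 1.66e-04) and Cyp6t3 (-0.86, standard error 0.104, adjusted p = 8.23e-04). Cyp9b2 stood at -0.74 (standard error 0.062, adjusted p = 7.79e-05) and Cyp6g1, known for its part in insecticide resistance, at -0.57 (standard error 0.069, adjusted p = 8.23e-04). As a list the P450 genes did not differ from other genes (adjusted p = 0.398 from limma's camera). In v105975/+ 7 P450 genes were higher and 10 lower (9 higher and 18 lower when adjusted over the list alone). Of 37 glutathione S-transferase genes, another family of detoxification, 2 were higher and 2 lower (3 higher and 2 lower when adjusted over the list alone).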

**Fig 3:**
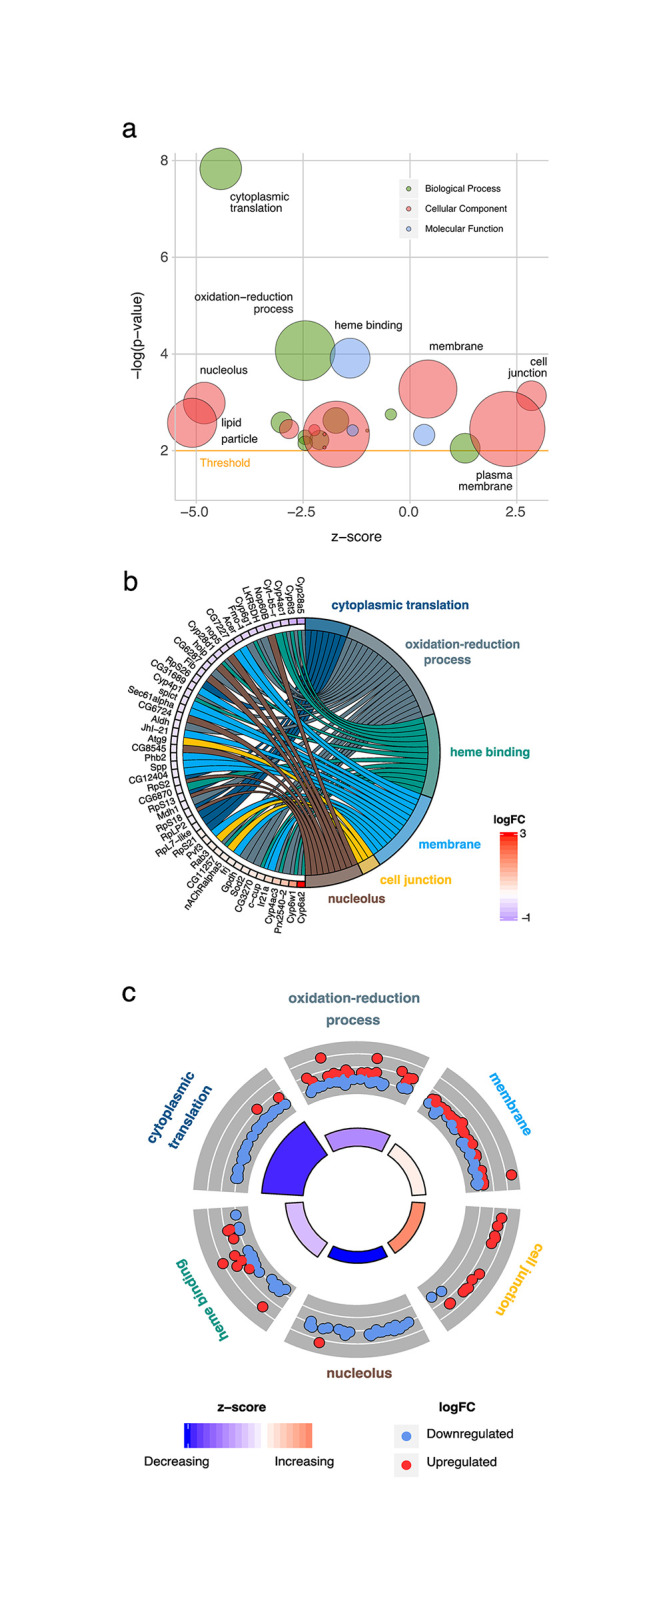
GO terms enriched by *Clic* knockdown. (a) Bubble plot depicting the top GO terms according to enrichment p-value and direction of regulation. Bubble radius is proportionate to GO term size in total number of genes and z-score represents overall direction of regulation of constituent differentially expressed genes. Threshold for significance set at enrichment p-value = 0.01 (orange line). (b) Chord plot displaying top 6 GO terms and their relationship to the top 50 differentially expressed genes. Differentially expressed genes (FDR ≤ 0.05) were obtained from an FDR ranked union of all 6 GO term gene sets. (c) Expression regulation trends of the top 6 GO terms according to enrichment p-value. Outer ring scatter plots correspond to expression regulation (logFC) of individual genes within a term while inner ring bar plots correspond to term enrichment p-value (bar height) and overall direction of term regulation z-score (color).

### Overlap with ethanol-related gene sets in *Drosophila*

To gain further insight into the biological functions associated with *Clic*, the knockdown-responsive gene list was screened against a large database of other transcriptomic studies available through GeneWeaver (Baker 2012). The most similar gene sets identified, having significant Jaccard Index scores (p < 0.05), were obtained from 4 transcriptomic studies related to ethanol exposure [44–46] (respectively, gene sets GS1137794, GS75550 and GS137795) and sedation sensitivity [47] (gene set GS75562) in *Drosophila*. Similarity between these 4 gene sets and the *Clic* knockdown-responsive gene set was further evaluated using Fisher’s exact tests followed by Bonferroni multiple comparison correction (Fig 4a, S4 Table). Ethanol-related gene sets were found to significantly overlap with each other and strikingly, so did the *Clic* knockdown gene set (Bonferroni adjusted p-value < 0.001 for all comparisons). 

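The 366 genes of S4 Table that the ethanol studies share with the Clic knockdown were followed on the present arrays, from which they had been chosen, so they give no independent evidence of direction. Of these, 354 could be matched to a probeset, and 302 passed the threshold in elav/v105975, 82 higher and 220 lower than in elav/+. Thus 72.8% of the called genes were lower, and the median log2 fold change over the 354 genes was -0.30. Of the 52 genes that did not pass, 49 had an unadjusted p under 0.05. Aldh, the mitochondrial aldehyde dehydrogenase that clears acetaldehyde, was at a log2 fold change of -0.32 (standard error 0.065, adjusted p = 0.0144 from limma). Ethanol metabolism as a list of 7 genes had 1 lower and none higher (2 lower when adjusted over the list alone), with 5 positive and 2 negative changes. That list did not differ from other genes (adjusted p = 0.898 from limma's camera). In v105975/+, 200 of the 354 matched genes were called, 199 of them in the same direction as in elav/v105975, with the elav/+ arrays shared by both comparisons.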

To elucidate biological roles associated with genes found in common between the ethanol-related studies and *Clic* knockdown, a union of the 4 ethanol-responsive gene sets was intersected with the *Clic* knockdown-responsive gene set, producing a common set of 366 genes (Fig 4b, S4 Table). These genes were overrepresented in multiple GO terms and KEGG pathways, including metabolic and redox processes, sensory perception, protein processing, and transport among others (Fig 4c).

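Among genes of sensory perception, the odorant-binding proteins, which carry odorants in the antennae and other sensilla, moved both ways. Of 46 measured, 3 were higher and 4 lower in elav/v105975 (4 higher and 9 lower when adjusted over the list alone), with Obp56h at a log2 fold change of 0.77 (standard error 0.110, adjusted p = 0.00230 from limma), Obp44a at 0.54 (standard error 0.067, adjusted p = 9.80e-04) and Obp56g at -0.40 (standard error 0.060, adjusted p = 0.00280). The list as a whole did not differ from other genes (adjusted p = 0.159 from limma's camera). Of 25 genes of antioxidant and redox defence, 3 were higher and 4 lower (3 higher and 5 lower when adjusted over the list alone), including MtnD, a metallothionein (-0.75, standard error 0.116, adjusted p = 0.00347), and the list was not called by camera (adjusted p = 0.292, and 0.491 with an estimated correlation) but was lower by fry (adjusted p = 0.0384). Its members split into 12 positive and 13 negative changes, with a median of -0.04. Of the ER genes of protein processing, Der-1, which acts in the disposal of misfolded proteins, was at -0.37 (standard error 0.052, adjusted p = 0.00209). The antioxidant count of 7 became 4 without elav/+ replicate 1 or elav/v105975 replicate 1, 2 or 4, 3 without elav/+ replicate 3 and 2 without elav/+ replicate 4. These lists were tested over all their measured genes and not over the 366 genes alone.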

**Fig 4:**
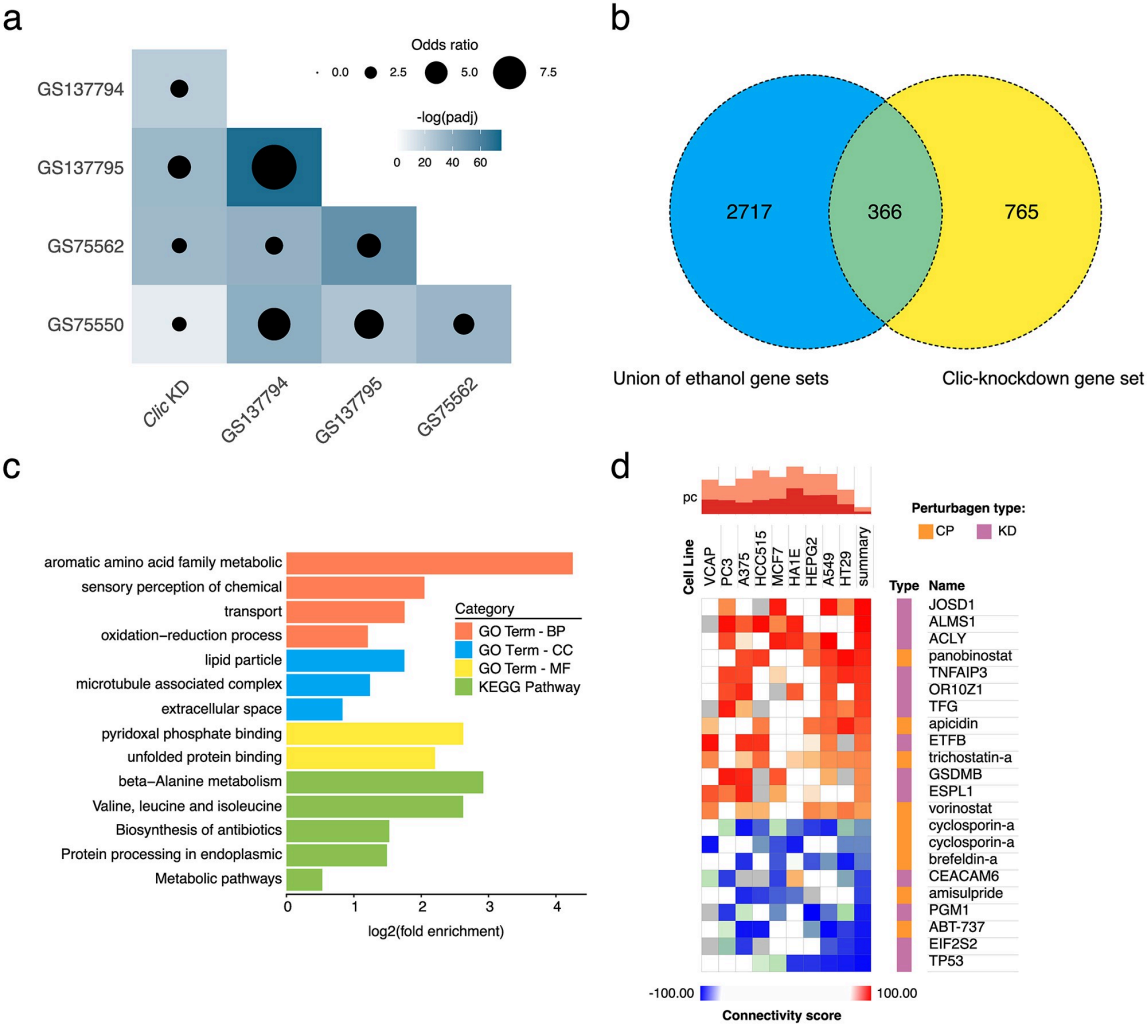
Gene sets overlapping with *Clic* knockdown. (a) Heatmap displaying similarity between *Clic* knockdown-sensitive genes and the 4 *Drosophila* ethanol-related gene sets obtained through GeneWeaver. Color scale indicates the negative log_10_ of the Bonferroni adjusted p-value obtained from Fisher’s exact testing and bubble radius indicates size of odds ratio for gene set overlap being significantly larger than expected by chance. Genes shared between the union of the 4 ethanol-related gene sets and the *Clic* knockdown-responsive gene set shown in (b) along with their GO functional enrichment analysis (c). (d) CMap analysis of perturbagen transcriptomic signatures with high positive (red, tau > 90) and negative (blue, tau < 90) connectivity with the *Clic* knockdown transcriptomic signature among 9 human cell lines. Assayed perturbagens include compounds (CP) and gene knockdowns (KD).

How *Clic* modulates resistance to ethanol sedation is not known and as a member of a class of proteins with incompletely characterized function, identification of selective pharmacological activators and inhibitors for more direct investigation is challenging. Using the cloud-based CLUE platform for CMap analysis, the transcriptomic signature of *Clic* knockdown was correlated with transcriptomic signatures of over 19,000 small molecules previously tested in human cell lines. This approach was an attempt to produce a list of small molecules with transcriptomic signatures positively or negatively connected to the signature of *Clic* knockdown, thereby identifying potentially novel pharmacological modulators of *Clic* function. The CMap screen was able to identify 22 perturbagens, either chemical small molecules or RNAi, that showed significant connectivity (tau > 90 or < -90) with transcriptomic signature of *Clic* knockdown (Fig 4d). Among chemical perturbagens, *Clic* knockdown was positively connected with histone deacetylase inhibitors (HDI) apicidin, panobinostat, trichostatin-a, and vorinostat and negatively connected to immunosuppressant cyclosporin-a, unfolded protein stress response inducing brefeldin-a, dopamine receptor antagonist amisulpride, and pro-apoptosis *Bcl-2* inhibitor ABT-737 (Fig 4d). RNAi knockdown signatures with high connectivity to *Clic* knockdown included genes associated with cytoskeleton and membrane dynamics (*Josd1*, *Alms1*, *Tfg*), apoptosis (*Tnfaip3*, *Gsdmb*, *Tp53*), metabolism (*Pgm1*, *Acly*, *Etfb*), and translation (*Eif2s2*) among others (Fig 4d).

### Ethanol sensitivity altered by *Clic* knockdown is modulated by hyperoxia

Considering the overrepresentation of differentially expressed genes related to oxidation-reduction processes (Fig 3), we investigated whether *Clic* knockdown flies may have a vulnerability or resistance to oxidative stress such as hyperoxia. However, under hyperoxic conditions, knockdown flies showed only a slight resistance, having a mean survival time of 175 hours compared to 171 hours for controls (S2 Fig, panel a). Considering that *Drosophila Clic* knockdown increases resistance to ethanol sedation [27], we explored possible effects of hyperoxia on ethanol sedation in *Clic* knockdown flies. As expected, knockdown of *Clic* blunted ethanol sedation sensitivity in flies housed under ambient (i.e. normoxia) conditions (Fig 5a–5c, black bars). While exposure to hyperoxia for 1–3 days had no effect on ethanol sedation in a wild-type control strain (S2 Fig, panel b) or in *elav*/+ controls (Fig 5a–5c), hyperoxia treatment significantly blunted—and in fact appeared to fully suppress—the ethanol sedation resistance observed in *Clic* knockdown flies under normoxia (Fig 5a–5c, red bars). Furthermore, the blunting of resistance to ethanol sedation in the knockdown flies appeared to increase with the duration of hyperoxia exposure (Fig 5a–5c). Interestingly, the v105975/+ genotype with limited knockdown of *Clic* exhibited an intermediate ethanol sedation resistance phenotype as previously reported [27], that was also suppressed by exposure of flies to hyperoxia (Fig 5a–5c).

**Fig 5:**
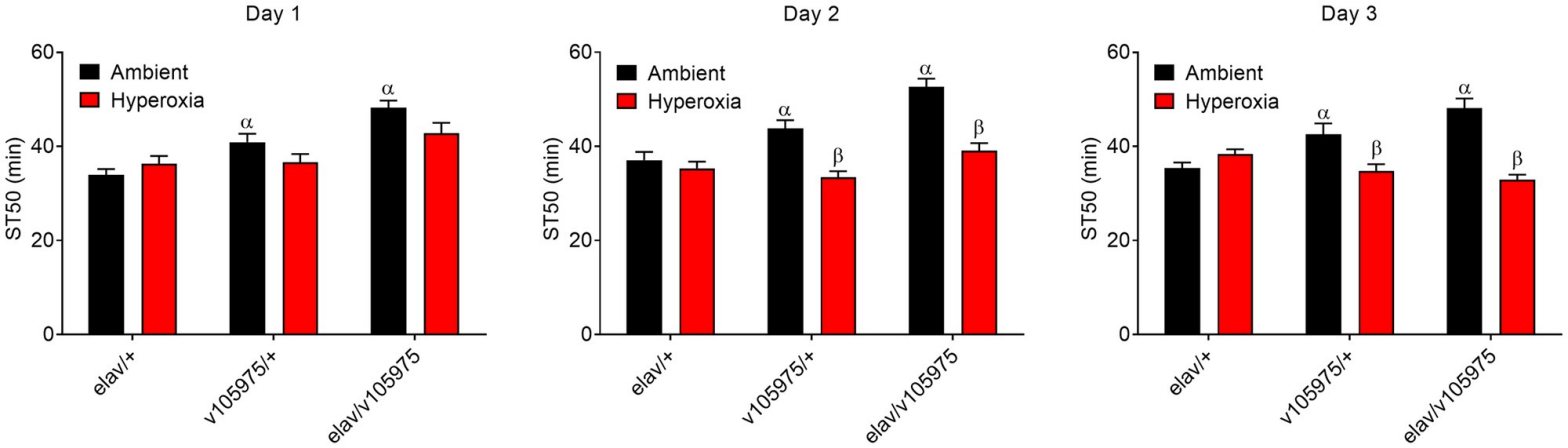
Ethanol sensitivity under hyperoxia. Effect of chronic hyperoxia on acute ethanol sedation. ST50 is the time required for 50% of flies to become sedated. Longer ST50 represent resistance to ethanol sedation. (a) Day 1: Effect of Genotype (p<0.0001) but not hyperoxia (p = 0.0950) and no interaction (p = 0.0626). ^α^Effect of genotype under ambient conditions: ST50 longer in v105975/+ and *elav*/v105975 compared to control *elav*/+ (p<0.0001–0.0477). (b) Day 2: Effects of hyperoxia (p<0.0001) and genotype (p<0.0001) with a significant interaction (p = 0.0021). ^α^Effect of genotype under ambient conditions: ST50 was longer in v105975/+ and *elav*/v105975 compared to control *elav*/+ (p<0.0001–0.0358). ^β^Within genotype, hyperoxia decreased ST50 (p<0.0001–0.0003). (c) Day 3: Effect of hyperoxia (p<0.0001) but not genotype (p<0.0791), and a significant interaction (p = 0.0001). ^α^Effect of genotype under ambient conditions: ST50 was longer in v105975/+ and *elav*/v105975 compared to control *elav*/+ (p<0.0001–0.0172). ^β^Within genotype, hyperoxia decreased ST50 (p<0.0001–0.0078). Strain and hyperoxia conditions evaluated with two-way ANOVAs and Bonferroni’s multiple comparison post-tests.

## Discussion

The present study constitutes the first published transcriptomic profiling of a chloride intracellular channel genetic manipulation. We targeted *Clic*, the sole *Drosophila* chloride intracellular channel gene, for RNAi knockdown and performed differential gene expression and bioinformatic analysis to gain insight into the genes and biological processes altered by *Clic* reduction and to better understand the role of this gene in acute ethanol sedation sensitivity. Chloride intracellular channels are an enigmatic class of proteins, having characteristics of metamorphic proteins [7], ion channels [8], and redox enzymes [17]. While previous studies have sought to identify chloride intracellular channel functions through more direct lines of investigation, such as *in vitro* assays of enzymatic reduction [17] and ion channel efflux capabilities [8], the present study has taken a more discovery-oriented approach by seeking to identify genes that respond to a reduction in *Clic* expression. Impressively, a neuronally-selective 41% knockdown of *Clic* altered the expression over 7% of the known *Drosophila* genome. Over-representation analysis of these differentially regulated genes identified several enriched GO terms including Oxidation-Reduction *Biological Process* and Membrane *Cellular Component* as well as significant overlap with gene sets from *Drosophila* ethanol sedation sensitivity and exposure studies. Extending our findings from *in silico* to *in vivo*, we evaluated *Clic* knockdown flies for sensitivity to ethanol sedation in the presence of hyperoxia and observed a blunting of sensitivity. Taken together, the studies published here provide additional evidence for known chloride intracellular channel functions and suggest that oxidative-reduction related gene expression may have an important role in *Clic* modulation of sensitivity to acute ethanol in *Drosophila*.

While inducible gene expression systems are invaluable for producing temporally and spatially precise genetic manipulations, they are often prone to leakage and the Gal4-UAS system is no exception. Leakage has previously been described for both Gal4 inducers and UAS transgenes, but extent of leakage is difficult to predict and can vary according to fly strain and age among other factors [52]. Here we observe an intermediate phenotype in RNAi-only animals that fell between the knockdown and Gal4 strains in terms of gene expression and sensitivity to ethanol sedation. While the differential gene expression observed in the RNAi-only control was substantial, these are almost entirely the same set of genes differentially expressed in the Gal4-regulated knockdown strain. However, leaky expression could potentially complicate interpretation of the intended neuron-selectivity of the Gal4-driven knockdown. We predict that the majority of gene expression changes in the *elav*/v105975 knockdown is occurring in neurons under the neuron-specific *elav*-Gal4 inducer since that genotype produced greater, but overlapping, expression alterations compared to the RNAi-only v105975/+ genotype. However, we cannot exclude that some component of the gene expression or ethanol sedation changes may be due to *Clic* expression alterations in other cell types.

Overrepresentation analysis performed on *Clic* knockdown-responsive genes yielded multiple enriched GO terms of interest that both highlight known functions related to chloride intracellular channels but also point to possibly novel, undescribed roles. Chloride intracellular channels are known to interact with membranes, forming intracellular channels [7, 53], associating with membrane domains undergoing tubulogenesis [2, 54], and promoting membrane trafficking [9, 10]. These activities correspond well to the GO term hits, Lipid Particle and Membrane. Furthermore, CMap analysis identified knockdown of *Josd1*, *Alms1*, and *Tfg*, three genes with functions linked to cytoskeleton and membrane dynamics, as being highly connectivity to the *Clic* knockdown signature. A similar GO term hit, Cell Junctions, has relevance to vertebrate *Clic* orthologs, which have been shown to be enriched at junctions between dividing cells, where they are potentially regulating cytoskeletal organization [55].

The GO term Oxidation-Reduction Process was enriched in *Clic* knockdown-sensitive genes and may reflect a known role of chloride intracellular channels in carrying out oxidoreductase reactions [17]. Although evidence for this function is limited to observation *in vitro*, it has been long suspected based on the homologous omega class glutathione S-transferase structure of chloride intracellular channels [1, 6]. Thus, our transcriptome analysis validates the prior in vitro studies on a role of *Clic* in oxidation-reduction. Also supporting known roles for chloride intracellular channels, *Clic* knockdown showed high connectivity on CMap analysis with the apoptosis-blocking drug ABT-737 and with pro-apoptosis gene p53. It has been shown that chloride intracellular channels have a p53 binding element in its promoter, upregulate in response to various cell stressors including DNA damage, and has been shown to traffic to the nucleus as an early responder to cell stress where it also participates in apoptosis [11, 12]. A potentially novel association of *Clic* identified in this study is protein translation, for which Cytoplasmic Translation was the top GO term from the overrepresentation analysis and was enriched almost exclusively by downregulated genes. In concordance with this, CMap analysis showed a strong negative connectivity between the *Clic* knockdown signature and translation initiation factor, *Eif2s2*. Also potentially novel, CMap analysis identified multiple histone deacetylase inhibitors with strong connectivity to *Clic* knockdown.

Chloride intracellular channels are highly conserved evolutionarily and vertebrates possess a family of 6 paralogs (Littler 2010). *Drosophila Clic* has high sequence similarity to vertebrate orthologs including *Clic4*, which has been shown to be regulated by ethanol [25, 26] and capable of decreasing ethanol sedation sensitivity when overexpressed in mouse brain [25]. Neuronal *Drosophila Clic* knockdown has previously been shown to decrease ethanol sedation sensitivity [27], consistent with our findings here, showing a conservation of function between mouse and *Drosophila* orthologs. Of note, the decreased sensitivity to ethanol sedation is obtained through opposing genetic manipulations in mice and flies, overexpression and knockdown, respectively. As hypothesized previously, this difference in phenotype expression may be due to species-specific differences in number and presence of chloride intracellular channel paralogs or the experimentally targeted cell types or brain regions [25]. We confirm that *Clic* knockdown decreases sensitivity to ethanol sedation as previously reported, and novel to this body of work, the effect can be reversed by hyperoxia in a time-dependent manner. Considering hyperoxia had no effect on ethanol sedation in two different control strains (elav/+, Fig 5; r[A], S2 Fig), we do not believe that exposure to hyperoxia alters ethanol uptake or metabolism. Nevertheless, it is possible that hyperoxia might increase ethanol uptake (by respiration or absorption) or decrease ethanol metabolism in flies with reduced *Clic* expression in neurons, and the resulting increase in internal ethanol levels might be responsible for the blunting of ethanol sensitivity we observed in these animals. In any case, the decrease in ethanol sedation sensitivity with hyperoxia exposure time in *Clic* knockdown flies suggests that biological functions regulated by *Clic* are also either regulated on some level by hyperoxia or interact functionally with molecular responses to hyperoxia. This possibility is underscored by overrepresentation of genes related to GO oxidation-reduction processes in both the *Clic* knockdown-responsive gene set and GeneWeaver overlap analysis with ethanol-related *Drosophila* gene sets. Furthermore, metabolism of ethanol produces reactive oxygen species and cellular oxidative stress while oxidoreductase enzymatic activity has been reported of vertebrate chloride intracellular channels *in vitro* [17]. The exact molecular interactions between *Clic*, ethanol and hyperoxia thus merit future investigation.

Remarkably, nearly one third of genes responsive to *Clic* knockdown were found to be shared with a union set of published ethanol sedation sensitivity-related *Drosophila* genes. Three of these gene sets display ethanol regulation during acute exposure [44–46] while the fourth represents genes differentially expressed between strains artificially selected for high and low ethanol sedation sensitivity [47]. This intersection between *Clic* knockdown-responsive and ethanol-regulated genes suggests a major role for *Clic* in molecular pathways governing ethanol sedation sensitivity and the acute response to ethanol. Functional enrichment of the shared gene set implicates a variety of possible processes including amino acid metabolism, oxidation-reduction, sensory perception, protein processing, and transport.

Despite displaying apparent leakage of expression, the RNAi transgene used for knockdown otherwise performed as expected, reducing *Clic* expression by 15% in v105975/+ flies and 41% in elav/v105975 flies. Furthermore, both the elav/v105975, and to a lesser extent the v105975/+ flies, recapitulated an altered ethanol sensitivity phenotype observed previously in a fly model that instead employed transposons to disrupt *Clic* function [25]. This supports our premise that the RNAi expression faithfully regulated *Clic* expression. We note that we used a single validated RNAi transgene in this study for practical purposes: no other RNAi transgenes capable of knocking down *Clic* existed when we initiated these studies and the inclusion of multiple RNAi transgenes would have made our transcriptomic analyses prohibitively large. The only other 5 studies of which we are aware that assessed transcriptional responses to RNAi-mediated knockdown of target genes in *Drosophila* also each used a single validated RNAi transgene [56–60]. Thus, using a single validated RNAi in transcriptomic studies in *Drosophila* is established in the literature, even if this approach does not formally address the possibility of off-target effects influencing gene expression results. Off-target effects of exogenous RNAi treatment have been described previously and are believed to primarily involve unintended immune activation, especially within interferon and antiviral pathways [61]. These effects are not unexpected considering that the endogenous RNAi system is a well conserved antiviral pathway in mammals, invertebrates, and even plants [62]. Several strategies have been developed to avoid these unwanted effects including avoiding saturating the endogenous RNAi system, eliminating pro-inflammatory sequences, and using multiple RNAi transgenes for comparison [61]. 

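Some genes of antiviral defence were lower in both genotypes that carry the hairpin. Of 18 genes of antiviral and small-RNA pathways, 3 were lower in elav/v105975 (5 when adjusted over the list alone) and 5 in v105975/+ (6 lower and 1 higher when adjusted over the list alone). Sting, a sensor of cyclic dinucleotides in antiviral signalling, fell by 1.70 on the log2 scale in elav/v105975 (standard error 0.170, adjusted p = 2.71e-04 from limma) and by 1.60 in v105975/+ (standard error 0.195, adjusted p = 1.64e-04). Vago, a secreted antiviral factor, fell by 1.41 and 1.46 (adjusted p = 0.00133 and 0.00140), and pst, which limits virus replication, by 0.41 and 0.43 (adjusted p = 0.00215 and 7.47e-04). The list differed from other genes (adjusted p = 0.00282 in elav/v105975 and 4.69e-05 in v105975/+ from limma's camera), but not with an estimated correlation between members (adjusted p = 0.241 and 0.166 with an estimated correlation). With fry it was called in both genotypes (adjusted p = 0.00288 and 0.00232). Of 39 genes of antimicrobial peptides and immune recognition, 7 were lower and 1 higher in elav/v105975 (12 lower and 2 higher when adjusted over the list alone, and 5 called in all without elav/+ replicate 3 or 5 or elav/v105975 replicate 1 or 3), and 3 were lower and none higher in v105975/+ (7 lower and 1 higher when adjusted over the list alone). BomS5, a peptide induced by Toll signalling, was at -1.26 (standard error 0.170, adjusted p = 0.00162) and the antibacterial peptide Listericin at -0.49 (standard error 0.072, adjusted p = 0.00274) in elav/v105975. That list was also called (adjusted p = 0.00180 in elav/v105975 and 0.00344 in v105975/+), and again not with an estimated correlation (adjusted p = 0.241 and 0.266 with an estimated correlation), but with fry (adjusted p = 0.0271 and 0.0281). The fat body, a source of many of these peptides, showed lower markers in v105975/+ as well, with 3 of 12 lower and none higher (adjusted p = 6.52e-04 for the list from camera, 0.266 with an estimated correlation and 0.0117 with fry).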

Notably, we found no enrichment of antiviral or immune-related pathways in our bioinformatic analysis of RNAi expressing flies (S3 Table), suggesting that non-specific activation of RNAi-responsive pathways did not significantly contribute to our results. Furthermore, we have found no statistically significant degree of overlap between our results here and gene sets altered in the two most similarly designed prior RNAi studies on ethanol in *Drosophila* [57, 58]. We thus believe that any non-selective response to RNAi expression likely has minimal impact on the results reported here.

Employing the Gal4-UAS system, this study is the first to characterize the transcriptome following genetic manipulation of a chloride intracellular channel gene. Bioinformatic analysis of knockdown-induced differentially regulated genes provided support for existing evidence that *Clic* is involved in oxidation and reduction processes and has roles near cellular membranes. Novel to this work, we also identified an enrichment of *Clic* knockdown-sensitive genes related to cytoplasmic translation and heme binding and associated with the nucleolus and cell junction. We have also determined that an interaction between hyperoxia and *Clic* expression modulates ethanol sedation sensitivity. Taken together, these studies add to the growing body of literature supporting *Clic* genes as important for ethanol-related behaviors and also being involved in redox-related processes. Notably, this work also establishes an intriguing link between genes modulating molecular responses to oxidative stress and regulation of ethanol behaviors in the fly.

## Supporting information

S1 Fig Differential gene expression by strain. (a) Differentially regulated genes (FDR ≤ 0.05) for each possible fly strain contrast. (b) Venn diagram analysis of genes differentially expressed between knockdown (*elav*/v105975) or RNAi-only control (v105975) vs Gal4-only control (*elav*/+) shows substantial overlap of gene sets.
(TIF)

S2 Fig Hyperoxia survival and control strain sedation sensitivity. (a) Survival analysis for flies exposed to continuous hyperoxia grouped by strain. (b) Ethanol sedation times for wild-type control flies under ambient and hyperoxic conditions for 3 days.
(TIF)

S1 Table Differentially expressed genes across all genotypes. Full results of Limma analysis across all pairwise comparisons of *elav*/+ controls, *elav*/v105975 knockdown and v105975 RNAi-only genotypes. Filtering at FDR ≤ 0.05 was done for results shown in S1 Fig.
(XLSX)

S2 Table Differentially expressed genes between *elav*/v105975 knockdown and *elav*/+ controls. Results of Limma analysis for only full knockdown vs. *elav*/+ controls, filtered for FDR ≤ 0.05. This gene set was used for analyses in Figs 2–4.
(XLSX)

S3 Table Enriched gene ontology terms.

S4 Table GeneWeaver ethanol gene sets.

How the deposited data were processed for this re-analysis (not part of the article)

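RNA from heads of elav/v105975, elav/+ and v105975/+ flies was measured on Affymetrix Drosophila Gene 1.0 ST arrays, 5 per genotype. The deposited values are log2 intensities per probeset that the authors made by RMA, which corrects the background, normalizes the arrays by quantiles and summarizes the probes of a probeset. The submitters' processing notes name oligo 1.44.0 for this step. Quantile normalization gives the arrays nearly the same distribution, so a change shared by most transcripts cannot be seen in these values. No raw scans were used.

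The values of all 16322 probesets were tested without further normalization in limma 3.58.1 under R 4.3.3 (lmFit, contrasts.fit and eBayes with default settings), with Benjamini-Hochberg adjustment over all probesets and a threshold of 0.05. S1 Table comes from a fit of all 3 genotypes and S2 Table from a fit of elav/v105975 and elav/+ alone, and both fits were made here. The comparison of elav/v105975 with elav/+ in gene lists, GO term members and the 366 ethanol genes came from the fit of 10 arrays, and comparisons with v105975/+ came from the fit of 15 arrays. Levels in percent were computed from the log2 fold change, with 95% confidence intervals. Exact permutation tests used all 252 divisions of 10 arrays. Principal components were computed over all probesets, scaled to unit variance.

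Gene symbols came from the platform annotation and were updated through Entrez identifiers, by which 13064 probesets with 1 symbol matched a RefSeq gene. A probeset with several symbols was counted once and not named. A few older names were matched after the values had been seen, by name only. For gene lists, 1 probeset per gene was used, the one with the highest mean over all arrays. Lists were tested with camera in limma, with a preset correlation of 0.01, with an estimated correlation and with fry, and adjusted over 33 lists.

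The designs, the alternatives, the gene lists and the rule for named genes were fixed before the data were examined. The lists were drawn up with the paper's terms known, and those terms came from these same arrays. Calls of lists on those subjects are therefore not independent of the paper's result. The rule names every fly gene in the paper's results text, Fig 2c and Fig 3b, the 12 highest and 12 lowest fold changes of each comparison among genes that passed the threshold with all 5 arrays beyond the other 5, up to 4 members of each gene list with the smallest p, and w, Clic, elav and tio. Values in the first lines of S1 and S2 Tables had been seen when the rule was written. From the genes the rule gives, those printed were chosen with their values known, and genes whose call held without any single array were preferred. Members of GO terms outside the rule (Ekar, fwe, bys, cal1, rl, glob1 and v) and the genes differing between elav/v105975 and v105975/+ that the rule does not give (veli, ND2, ND3 and CG10561) were picked after their values were seen.

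The share of an effect seen in v105975/+ was estimated 100 times, with 2 arrays per genotype choosing 500 probesets and the other arrays measuring them. The tests were also run on simulated arrays with known changes. With 70 probesets changed at each size, the fit of 10 arrays recovered 8.57% of log2 changes of 0.25, 80.0% of 0.5 and 97.1% of 1, with 4 false calls among 16322 probesets, and the fit of 15 arrays recovered 14.3%, 82.9% and 98.6% in the comparison of elav/v105975 with elav/+, with 7 false calls. The simulated arrays held far fewer changed probesets than were called in the real arrays, and independent noise. The Benjamini-Hochberg limit on p was therefore stricter there, so these percentages do not carry over to the real arrays. A simulated share of 0.3 was found as 0.316 with 60 probesets chosen. The setting of 500 probesets was not checked in this way.

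The alternatives covered the other fit, the replicate number as a block, an intensity trend, robust and array weights, leaving out the dimmest 25% of probesets, quantile normalization once more, centring on medians, adjustment over probesets with a symbol, 1 probeset per symbol, an adjusted p of 0.01, a fold change of 1.5 and leaving out each array. The over-representation, GeneWeaver and drug database analyses of the paper and its behavioural tests were not repeated here. Not every gene of Fig 2c is reported here by name.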

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

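Among the explanations weighed here, the tests of a change in proportion to Clic, of genetic background or batch, of both sources of w and of fewer fat body cells were chosen only after the result had been seen.

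Arrays set apart from the other 4 of their genotype were sought in 78 groups of 5, covering the genes of Fig 2c, elav, tio, the array medians and the first principal components. In 6 groups the highest or lowest array exceeded Dixon's limit, where chance gives 3.9. For snoRNA:Psi18S-525c v105975/+ replicate 1 stood at 4.92 (others 5.47 to 5.65), for snoRNA:lola-d v105975/+ replicate 3 at 7.81 (7.26 to 7.39), for mthl8 elav/+ replicate 1 at 7.21 (7.39 to 7.41), for numb v105975/+ replicate 4 at 8.30 (8.19 to 8.21) and for CG31326 elav/+ replicate 2 at 9.15 (8.90 to 8.92), all on the log2 scale. On component 2, elav/v105975 replicate 4 stood at 93.5 (others -10.9 to 16.0).

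Probesets that the annotations used here do not name also changed. Probeset 18183828 rose by 1.86 on the log2 scale in elav/v105975 and by 1.99 in v105975/+ (adjusted p = 2.19e-05 and 1.31e-05 from limma). Probeset 18130143 was at -1.20 in elav/v105975 (adjusted p = 9.39e-04) and at -1.30 in v105975/+ (adjusted p = 7.47e-04). Probeset 18219381 was at -3.65 in v105975/+ (adjusted p = 5.21e-14), the lowest log2 fold change of any probeset in that comparison, and at 0.39 in elav/v105975.

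The first pattern weighed is that changes of elav/v105975 appeared at a similar size in v105975/+. Changes in proportion to the fall of Clic are argued against as the whole source. The share in v105975/+, averaged over the chosen probesets, was 0.812 (SD 0.0437 over splits). That of Clic was 0.287, at most 0.323 without any 1 array. An average does not exclude such changes for single genes or lists. The median log2 fold change of the cytosolic ribosomal protein list was -0.15 in elav/v105975 and -0.05 in v105975/+. For the nucleolar list it was -0.30 and -0.25. Noise of the shared elav/+ arrays is argued against as the whole source, since the lowest covariance of the fold changes with different elav/+ arrays was 0.0201, against 0.0295 with shared ones. A genetic background or batch of the elav/+ flies cannot be told apart from an effect of the transgene, because elav/v105975 and v105975/+ both descend from the v105975 strain and carry its chromosomes with the transgene: 91 neighbouring pairs of genes changed in the same direction (50.3 on average and 76 at most in 10000 random orders), but neighbours also correlate within genotypes (mean r 0.0351, against at most 0.0111 for random pairs), a control that was added after the 91 pairs were seen. An effect of Clic that saturates at a small fall may also give this pattern and was not tested.

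The second pattern is the level of w in elav/v105975. The number of marker copies alone is argued against, since the lowest elav/v105975 array was 7.38 times the summed highest arrays of the other genotypes on the linear scale. A candidate explanation is that Gal4 also acts on the marker of the UAS transgene, for which w should not be higher in v105975/+ than in elav/+, and it stood at a log2 fold change of -0.30. The low level of w in v105975/+ was already part of the pattern, so this value hardly tests the explanation. The explanation is thus a hypothesis found on the same arrays. Position effects that act on each transgene alone would also give at most the summed levels, so the ratio of 7.38 argues against them. Other joint effects of the transgenes were not tested.

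The third pattern is that in elav/v105975 the neuronal genes that passed (4 of 16) were higher and those of the nucleolus (9 of 23) and fat body (4 of 12) were lower, as were 8 of 24 ER genes (1 was higher), in lists not called with an estimated correlation. Scaling of the arrays stays open: 0 of these 4 list medians changed direction under either other scaling, but the scalings shifted the median of all probesets by at most 0.0135, too little to turn any of them. Fewer fat body cells in the samples could not be decided: within genotypes the fat body markers correlated with the nucleolar genes at r = 0.427 over 15 arrays (Spearman's rho 0.411, permutation p = 0.141, adjusted p = 0.281 over 4 relations, r = 0.368 without the 2 arrays farthest from the median), and the fat body median lay 0.19 above the nucleolar median in elav/v105975 (bootstrap SD 0.108) and at -0.03 from it in v105975/+ (SD 0.120). With the ER genes the correlation had the other sign (r = -0.300, permutation p = 0.323, adjusted p = 0.431, r = -0.013 without the same 2 arrays). An effect of the hairpin on the genes of these lists stays open and was not tested apart from a loss of fat body cells.

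Chance divisions of the arrays were excluded for the gene counts. Among 100 divisions of the arrays, the real one gave 961 genes for elav/v105975 against elav/+ in the fit of 10 arrays (highest other 1), 1294 in the fit of 15 (highest other 0), 833 for v105975/+ (highest other 2) and 47 between the hairpin genotypes (highest other 2), each reached in 1 division. The overlap was 608 (highest other 1), also reached in 1 division. Divisions that call almost no genes cannot share many, so they do not test the overlap itself. For gene lists called by camera with the preset correlation, chance was not excluded. The real division gave 15 lists for elav/v105975 (highest other 18, as many in 3 divisions), 13 for v105975/+ (highest other 13, 5 divisions) and 2 between the hairpin genotypes (highest other 12, 80 divisions). Other divisions mix the genotypes unevenly and keep part of their difference. These counts therefore cannot decide whether single list p-values with the preset correlation are too small, and such p-values call for caution. In elav/v105975 against elav/+, the estimated correlation was 0.207 for ribosomal proteins, 0.264 for the nucleolus, 0.317 for the fat body and 0.406 for neuronal markers. These lie far above the preset 0.01, which for such lists gives too small a p if the estimates hold. For translation factors it was 0.006.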

How the results depend on the processing

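Of the tests in this part, counting all probesets, with and without a symbol, and counting identical probesets once were chosen after the result had been seen. No result changed direction under any alternative apart from balances of higher and lower genes, which are counts. One is the balance given above for the fit of 10 arrays. Between elav/v105975 and v105975/+, 20 genes were higher and 27 lower. That balance turned to 35 higher and 33 lower with all probesets counted. At a change of at least 1.5-fold it was 10 higher and 9 lower. Of the values that answer a comparison, 471 stayed within their limits, 46 counts moved by over 1.5 times and 7 lost their call; of those of single genes and lists, 19385 stayed, 420 moved, 221 gained and 1065 lost their call, and of 595 pairs of a named gene and a comparison 335 kept their side of the threshold throughout. With the correlation of camera estimated, 0 gene lists were called in each of the 3 comparisons, and the ribosomal protein list had an adjusted p of 0.241. Fry called 16 of the 33 lists in each comparison with elav/+. Between elav/v105975 and v105975/+, 1 list was called by fry, and 4 under the other fit, the intensity trend, array weights or without the dimmest 25% of probesets. The replicate numbers do not pair the arrays: deviations of same-numbered arrays correlated at -0.0760 to 0.176, 2 of 15 pairs over 0.1, and 1 of 15 arrays was closest to its own number. With the replicate number as a block, 612 genes were called in the fit of 10 arrays, Clic in v105975/+ was at -0.22 (adjusted p = 0.0614), and 77 GO members (122 without the block) and 201 of the 366 genes (302) were called. With the intensity trend, 71 genes differed between the hairpin genotypes and 18 of those called in v105975/+ alone differed from elav/v105975. At an adjusted p of 0.01, the counts were 340 (fit of 10), 562, 339 and 30 (fit of 15), the overlap 258, 80 called in v105975/+ alone of which 5 differed, 27 called between the hairpin genotypes and against elav/+, 45 GO members and 126 of the 366 genes. At a change of at least 1.5-fold they were, in that order, 186, 192, 165, 19, 123, 42, 7, 17, 17 and 69. With all probesets counted, 22 of those called in v105975/+ alone differed. The counts at an adjusted p of 0.01 and at a change of at least 1.5-fold follow from the stricter limits; the cause of the other shifts was not tested. Without any 1 array, the counts ran from 577 to 961 (fit of 10) and from 550 to 847 (v105975/+), the overlap from 403 to 590, the genes called in v105975/+ alone from 108 to 274, the log2 fold change of Clic in v105975/+ from -0.25 to -0.20, and the lists between the hairpin genotypes from 2 to 4.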

Differences from the paper's values

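No test in this part was chosen after the result had been seen.

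The paper states that no antiviral or immune pathways were enriched in its over-representation analysis. That analysis was not repeated, and the lists used here are others. In camera with a preset correlation, the antiviral list was lower in elav/v105975 at an adjusted p of 0.00282 and the immune list at 0.00180. Both were also called by fry (adjusted p = 0.00288 and 0.0271). Neither was called with an estimated correlation (adjusted p = 0.241 for both). Camera and fry test a shift of a whole list and not over-representation among called genes. These outcomes therefore do not decide on the paper's statement. The paper proposes from it that non-specific activation of such pathways contributed little, and both lists here were lower, not higher.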

Other observations

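The tests in this part were planned, and which lists to describe was chosen after the result had been seen.

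Genes of the circadian clock changed in v105975/+ heads, which the paper does not report. Of 9 clock genes, 5 were higher and 1 lower than in elav/+. The transcripts of tim, a repressor of the clock, were at a log2 fold change of 1.18 (standard error 0.268, adjusted p = 0.0164 from limma), vri, another repressor, at 0.70 (standard error 0.157, adjusted p = 0.0154), Pdp1 at 0.32 (standard error 0.068, adjusted p = 0.0114) and the activator Clk at -0.94 (standard error 0.236, adjusted p = 0.0285). The call of per (0.77, adjusted p = 0.0249) was lost without elav/+ replicate 2, 3 or 4 or v105975/+ replicate 1, 4 or 5, at an adjusted p of at most 0.0684. The list was called in v105975/+ (adjusted p = 0.0147 from camera, 0.214 with an estimated correlation and 0.00474 with fry). The 6 calls became 3 without elav/+ replicate 2, 3 or 4 or v105975/+ replicate 5. In elav/v105975 none of the 9 was called in the fit of 10 arrays, but 3 were higher and 2 lower when adjusted over the list alone, and 6 were called without elav/+ replicate 5. In elav/v105975 tim stood at 0.90 (adjusted p = 0.105). Between the hairpin genotypes the list was not called (adjusted p = 0.187 from camera, and 0.894 with an estimated correlation). With the preset correlation it was called in a fit of these genotypes alone (0.00627) and without elav/+ replicate 5 (0.0453). The time of day at which heads were collected is not given in the sources used here.

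Of 23 nucleolar genes, 4 were lower in v105975/+ than in elav/+ (15 when adjusted over the list alone) and the list was called at an adjusted p of 7.83e-09 (0.166 with an estimated correlation), and of 31 transmitter genes 7 were higher in the same comparison (10 when adjusted over the list alone, adjusted p = 1.07e-04, and 0.202 with an estimated correlation). The nucleolar 4 became 2 without elav/+ replicate 2, 4 or 5 and 7 without v105975/+ replicate 3, and the transmitter 7 became 2 to 4 without elav/+ replicate 2, 3, 4 or 5 or any v105975/+ array. Of 45 cytosolic ribosomal protein genes, 2 were lower and 1 higher (the same when adjusted over the list alone, and 1 called in all without elav/+ replicate 5). The ribosomal list was called at an adjusted p of 0.0235, but not with an estimated correlation (0.567), with fry (0.177) or without elav/+ replicate 4 or 5 or v105975/+ replicate 1 or 4 (at most 0.0685). Of 16 neuronal markers 2 were higher (7 when adjusted over the list alone, adjusted p = 1.47e-04, and 0.286 with an estimated correlation). Of 14 photoreceptor markers 4 were higher and 1 lower, and these 5 calls became 3 without elav/+ replicate 2, 4 or 5 or v105975/+ replicate 2, 4 or 5. The photoreceptor list was called at an adjusted p of 0.0464, but not with an estimated correlation (0.285), in a fit of v105975/+ and elav/+ alone (0.0740) or without any 1 of 10 arrays (at most 0.113). With fry the nucleolar, transmitter, neuronal and photoreceptor lists were called in v105975/+ (adjusted p of at most 0.0106).

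Of 4 genes enriched in females, the yolk protein genes Yp1, Yp2 and Yp3 and the fat body gene fit, none was called over all probesets, and each had a negative log2 fold change in both hairpin genotypes. In v105975/+ the values were -0.25 for Yp1, -0.51 for Yp2, -0.50 for Yp3 and -1.25 for fit, and all 4 were lower when adjusted over the list alone (list adjusted p = 0.00114 from camera, 0.266 with an estimated correlation and 0.0197 with fry). In elav/v105975 they were -0.28, -0.46, -0.59 and -0.58, and 3 were lower when adjusted over the list alone (list adjusted p = 0.0126, 0.340 with an estimated correlation and 0.0587 with fry). Over all probesets, 3 were called in elav/v105975 without elav/v105975 replicate 5, and in v105975/+ 1 was called without v105975/+ replicate 5, 2 without elav/v105975 replicate 3 and 4 without elav/v105975 replicate 5. Negative values were not particular to genes enriched in females. Of 2 genes enriched in males, lncRNA:roX1 was called lower in both hairpin genotypes (-0.73 in elav/v105975 and -0.71 in v105975/+), lncRNA:roX2 was not called (-0.10 and -0.01), and the list was not called by camera (adjusted p = 0.0693 and 0.118) but was by fry (0.0124 and 0.0215). Of 12 fat body markers, 4 were lower in elav/v105975 and 3 in v105975/+, with none higher in either and medians of -0.11 and -0.28.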
